# Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex

**DOI:** 10.1186/s13072-021-00382-y

**Published:** 2021-01-19

**Authors:** Martina Weigt, Qingsong Gao, Hyoju Ban, Haijin He, Guido Mastrobuoni, Stefan Kempa, Wei Chen, Fei Li

**Keywords:** Epigenetics, Splicing factor, *Schizosaccharomyces pombe*, Histone deacetylase, H3K9 methylation

## Abstract

Splicing factors have recently been shown to be involved in heterochromatin formation, but their role in controlling heterochromatin structure and function remains poorly understood. In this study, we identified a fission yeast homologue of human splicing factor RBM10, which has been linked to TARP syndrome. Overexpression of Rbm10 in fission yeast leads to strong global intron retention. Rbm10 also interacts with splicing factors in a pattern resembling that of human RBM10, suggesting that the function of Rbm10 as a splicing regulator is conserved. Surprisingly, our deep-sequencing data showed that deletion of Rbm10 caused only minor effect on genome-wide gene expression and splicing. However, the mutant displays severe heterochromatin defects. Further analyses indicated that the heterochromatin defects in the mutant did not result from mis-splicing of heterochromatin factors. Our proteomic data revealed that Rbm10 associates with the histone deacetylase Clr6 complex and chromatin remodelers known to be important for heterochromatin silencing. Deletion of Rbm10 results in significant reduction of Clr6 in heterochromatin. Our work together with previous findings further suggests that different splicing subunits may play distinct roles in heterochromatin regulation.

## Introduction

In eukaryotic cells, DNA and histones are organized into the highly ordered chromatin structure. Chromatin forms two distinct domains, euchromatin and heterochromatin. Euchromatin is less condensed and associated with actively transcribed genes, whereas heterochromatin is tightly coiled and transcriptionally inactive. Heterochromatin usually consists of highly repetitive sequences, which are commonly found around pericentromeres and telomeres. Heterochromatin plays essential roles in gene expression, chromosome segregation, and genome stability [1–3].

The pattern of histone modifications in heterochromatin contributes to the organization of the chromatin domain. Heterochromatin is characterized by hypoacetylation of histone lysines and methylation of histone H3 on lysine 9 (H3K9me) [1, 3]. Histone deacetylases (HDACs) are responsible for hypoacetylation in heterochromatin, while H3K9me is catalyzed by the histone methyltransferase SUV39, an enzyme conserved from yeasts to humans. H3K9me serves as a binding site for heterochromatin protein 1 (HP1), which recruits additional factors to mediate heterochromatin assembly [1, 3]. Small interfering RNAs (siRNAs) generated by RNA interference pathway have been shown to be important for heterochromatin structure and function in a variety of organisms [1].

The fission yeast *Schizosaccharomyces pombe* has emerged as an excellent model organism for understanding heterochromatin formation. It harbors three constitutive heterochromatic regions: the pericentromere, telomere, and mating-type region. These regions are enriched with H3K9me, which is recognized by the human HP1 homolog, Swi6. H3K9me in fission yeast heterochromatin is regulated by the multi-subunit CLRC complex, which contains Clr4, the H3K9 methyltransferase, Rik1, Dos1/Raf1, Dos2/Raf2, Cul4, and Lid2, a H3K4 demethylase [4–9]. H3K9 methylation in heterochromatin also requires RNAi. Heterochromatin is transcribed during S phase of the cell cycle [10, 11]. The heterochromatin transcripts are subsequently processed into siRNAs by Ago1, the RDRC complex, and Dicer. The siRNAs are loaded into RITS complex (Ago1, Chp1, and Tas3), which, in turn, guides the CLRC complex to heterochromatin regions [1, 12, 13] to mediate H3K9me. The DNA Pol epsilon subunit, Cdc20, also contributes to the recruitment of CLRC complex during the S phase [14–16].

Like other eukaryotes, histones in fission yeast heterochromatin are hypoacetylated. Fission yeast contains all three subtypes of histone deacetylases (HDACs): Class I, Class II, and Class III. Clr6, a Class I HDAC, is a homolog of mammalian HDAC1 and HDAC2, and deacetylates multiple lysine residues on histone H3 and H4. Clr3 is a Class II HDAC, responsible for H3K14 deacetylation [17–19]. Sir2 is a conserved member of the Sirtuin family of Class III HDACs that uses NAD^+^ as a cofactor [20, 21]. All of these HDACs contribute to heterochromatin silencing in fission yeast [17, 19]. Our recent results reveal that the histone fold subunit of the DNA Pol epsilon, Dpb4, is important for recruitment of Sir2 during DNA replication [22].

Recently, splicing factors have been linked to heterochromatin formation in fission yeast. However, the mechanisms for how these splicing factors participate in heterochromatin formation remain unclear. A prevailing model proposes that splicing factors, independently from splicing, directly interacts with RNAi components to mediate the recruitments of the CLRC complex to heterochromatic regions [23]. Another study suggests that transcripts derived from pericentromeric repeats contain introns, and splicing factors may mediate the splicing of the intron of the heterochromatin transcripts, which in turn influences siRNA generation [24]. A more recent study by Kallegren et al. suggested that splicing factors may contribute to heterochromatin assembly indirectly by regulating the proper splicing of heterochromatin factors [25].

RBM10 has been recently characterized as a new member of splicing factors, and associated with lung cancer and congenital disorders, such as the TARP syndrome and XLMR [26–29]. RBM10 contains five distinct domains, including two RNA recognition motifs (RRM), two zinc fingers, and one G-patch motif. Splicing involves an ordered, stepwise rearrangement of protein and RNA content in splicesome. An early step in spliceosome assembly is the formation of the prespliceosome (complex A). The prespliceosome rearranges to the precatalytic spliceosome (complex B), which subsequently gives rise to the activated spliceosome (complex B*). Complex B^*^ carries out the first catalytic step of splicing, generating complex C, which in turn carries out the second catalytic step [30]. It has been shown that RBM10 is associated with prespliceosome (complex A) and activated spliceosome (complex B*) in human cells [31–35]. The human RBM10 has been shown to regulate exon skipping by repressing the splicing of introns [26]. In addition to its role in splicing, human RBM10 was also found to be part of histone H2A deubiquitinase complex [36], suggesting a role in linking splicing and chromatin regulation.

In this study, we identified a fission yeast homologue of RBM10, which was named *rbm10*^+^. Overexpression of Rbm10 in fission yeast results in strong growth defects and global intron retention. Our study further demonstrated that Rbm10 plays an important role in heterochromatin assembly and suggested a previously unrecognized mechanism underlying splicing factor-mediated heterochromatin silencing.

## Results

### Human splicing factor RBM10 is conserved in *S. pombe*

Via homolog search, we identified SPAC57A7.13, an uncharacterized protein, as the homolog of human RBM10 in *S. pombe*. We hereafter named it Rbm10. The human RBM10 and its *S. pombe* homolog share an amino acid identity of 26% (Additional file 1: Figure S1). Despite relatively short length of Rbm10 in fission yeast, all five domains are well conserved, namely, two zinc-finger domains, two RRM motifs and a G-patch domain (Fig. 1a). Majority of Zinc-finger domains function as interaction modules that bind DNA, RNA, or proteins [37, 38], whereas RRM motifs and the G-patch domain usually associate with RNA [39]. To determine the cellular distribution of Rbm10, we constructed the GFP-tagged *rbm10*^+^ under its native promoter and replaced the endogenous *rbm10*^+^. Cells carrying Rbm10-GFP have no detectable defect, indicating that Rbm10-GFP is functional. We found that, similar to human RBM10, Rbm10-GFP is enriched in the nucleus (Fig. 1b).

**Fig. 1:**
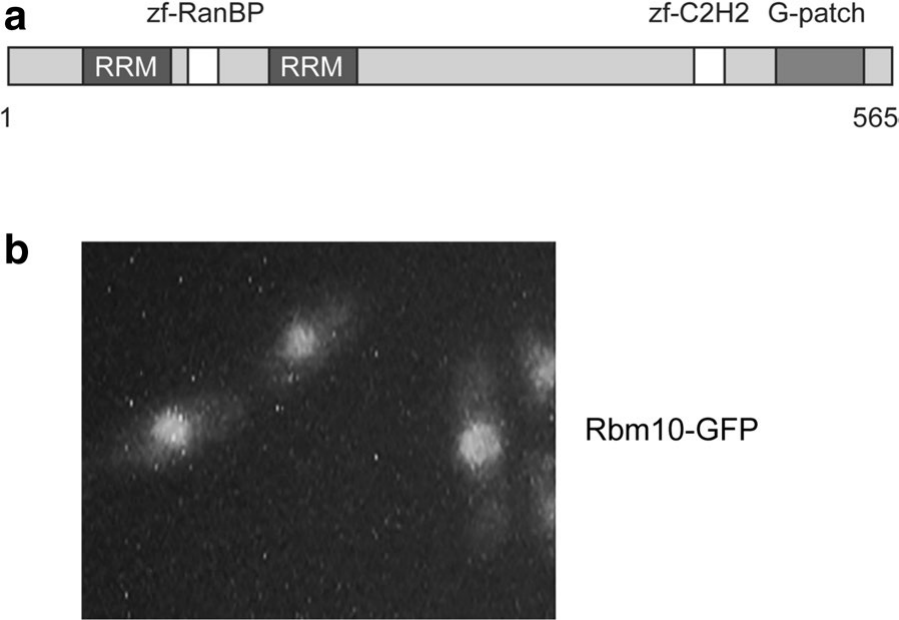
Human RBM10 is conserved in *S. pombe*. **a** Schematic diagram showing the domain structure of Rbm10 in *S. pombe*. **b** Rbm10 is enriched in the nucleus. Rbm10-GFP was constructed at its native locus under the control of its own promoter

### Overexpression of Rbm10 leads to massive intron retention

To characterize the function of Rbm10 in fission yeast, we constructed *rbm10*^+^ under the strong, inducible *nmt1* promoter and overexpress it in wild-type cells. The *nmt1* promoter is induced in the absence of thiamine. We found that overexpression of Rbm10 in wild-type results in slow growth (Fig. 2a). In addition to the strong growth defects, cells overexpressing Rbm10 display aberrant cell shapes. They are often massively elongated or branched in to Y-like shapes. The nuclei in these cells also appear to be abnormal. Multiple fragmented nuclei were frequently observed (Fig. 2b). Given that *rbm10*Δ showed only a mild phenotype as described below, we were surprised to find the observed toxicity resulting from overexpression of Rbm10. To gain insight into the molecular nature of Rbm10 overexpression, we performed unbiased genome-wide RNA-seq using cells overexpressing Rbm10. 

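Poly(A) RNA was sequenced in 2 libraries from wild-type control cells and 2 libraries from cells that had overexpressed *rbm10*+ for 20 h. The labels call the control wild type. The paper's growth assay used empty pREP1 as control, and its text does not say whether the sequenced control carried it. The authors aligned the single-end reads to the *S. pombe* genome with TopHat and counted the reads on each gene with a custom script, and the deposited values are these counts without normalization. A gene that was not listed in a sample was taken as 0. The total count was 38274890 and 44562569 in the control libraries and 35832614 and 40076384 in the libraries of overexpressing cells. The 10 genes with the most reads took between 11.1% and 12.8% of the counts of a library. The replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 95.9 between the control libraries and 32.7 between the overexpressing libraries, so each was used as 1 sample. From the counts, 6492 genes passed edgeR's filter on low counts, were normalized with edgeR's TMM method, and were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. The counts are per gene and hold no reads per splice junction, so the retention of single introns was not analysed here.

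*rbm10*+ (SPAC57A7.13) lies on the minus strand of chromosome I from 1512683 to 1514734 in the ASM294v3 assembly, and its annotation has 4 exons and 3 introns. It had 3001 and 3530 counts in the control libraries and 634139 and 716475 counts in the overexpressing libraries. In CPM, the count scaled to the TMM-normalized library size, this corresponds to 83.4 ± 1.14 CPM (SD, n = 2) in the control and 16806 ± 109 CPM (SD, n = 2) in overexpressing cells. The log2 fold change was 7.65 (standard error 0.13, adjusted p = 9.0e-06 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between 7.64 and 7.67. The libraries carry replicate numbers 1 and 2 in the labels, and with the replicate number as a block the log2 fold change was 7.65. Deviations of libraries with the same number from their group means correlated across genes with r = 0.31.

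Overexpression from pREP1 is induced by growth without thiamine, and 4 thiamine-regulated genes were compared to see whether the groups were grown alike. None of them passed the threshold in edgeR, and *pho4* was the one with an unadjusted p under 0.05 (0.028). The log2 fold change was -0.04 for *nmt1* (adjusted p = 0.82 in edgeR), 0.16 for *thi2* (adjusted p = 0.25 in edgeR), 0.12 for *thi9* (adjusted p = 0.42 in edgeR) and -0.32 for *pho4* (adjusted p = 0.053 in edgeR). Only *pho4* passed the threshold under an alternative, with an adjusted p of 0.032 with the replicate block in edgeR and 0.0084 with DESeq2. *nmt1* had 8735 ± 1035 CPM (SD, n = 2) in control cells and 8506 ± 446 CPM (SD, n = 2) in overexpressing cells.

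**Figure D1:**
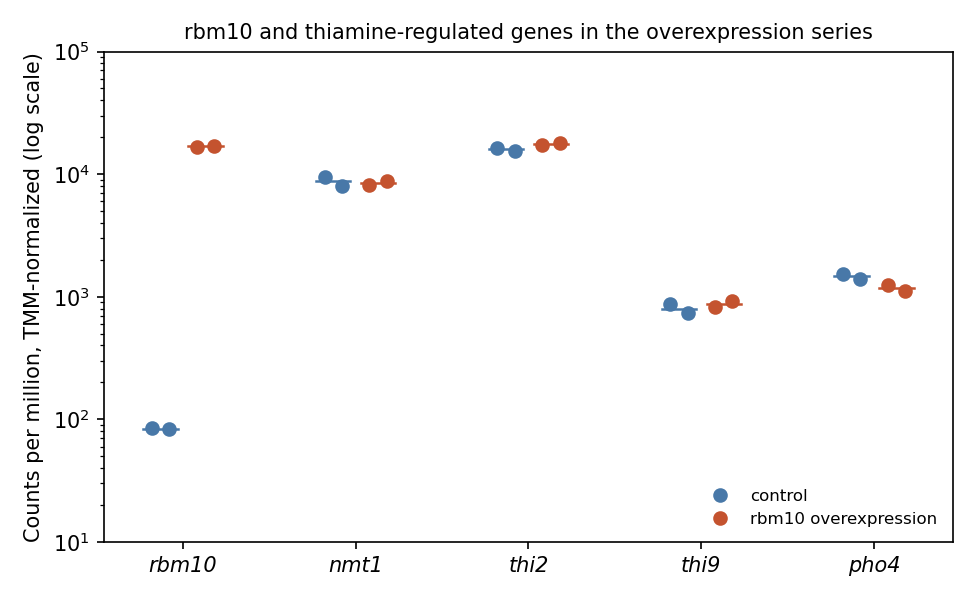
CPM after TMM normalization, on a log scale, of *rbm10* and 4 thiamine-regulated genes in the libraries of control cells (blue) and *rbm10*-overexpressing cells (red). Each point is 1 library and each bar the mean of 2. *rbm10* lies near 83.4 in the control and 16806 in overexpressing cells, while the points of *nmt1*, *thi2* and *thi9* lie close together in both groups.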

Cells overexpressing for 20 h were used to minimize secondary effects. We detected massive changes in intron retention from the RNA-seq data: 2263 introns showed increased retention (Fig. 2c and Additional file 2: Table S1), whereas 6 introns have decreased retention (Fig. 2c and Additional file 3: Table S2). These data demonstrated that Rbm10′s function as a splicing regulator is conserved in fission yeast, which can be observed at least under overexpression condition.

**Fig. 2:**
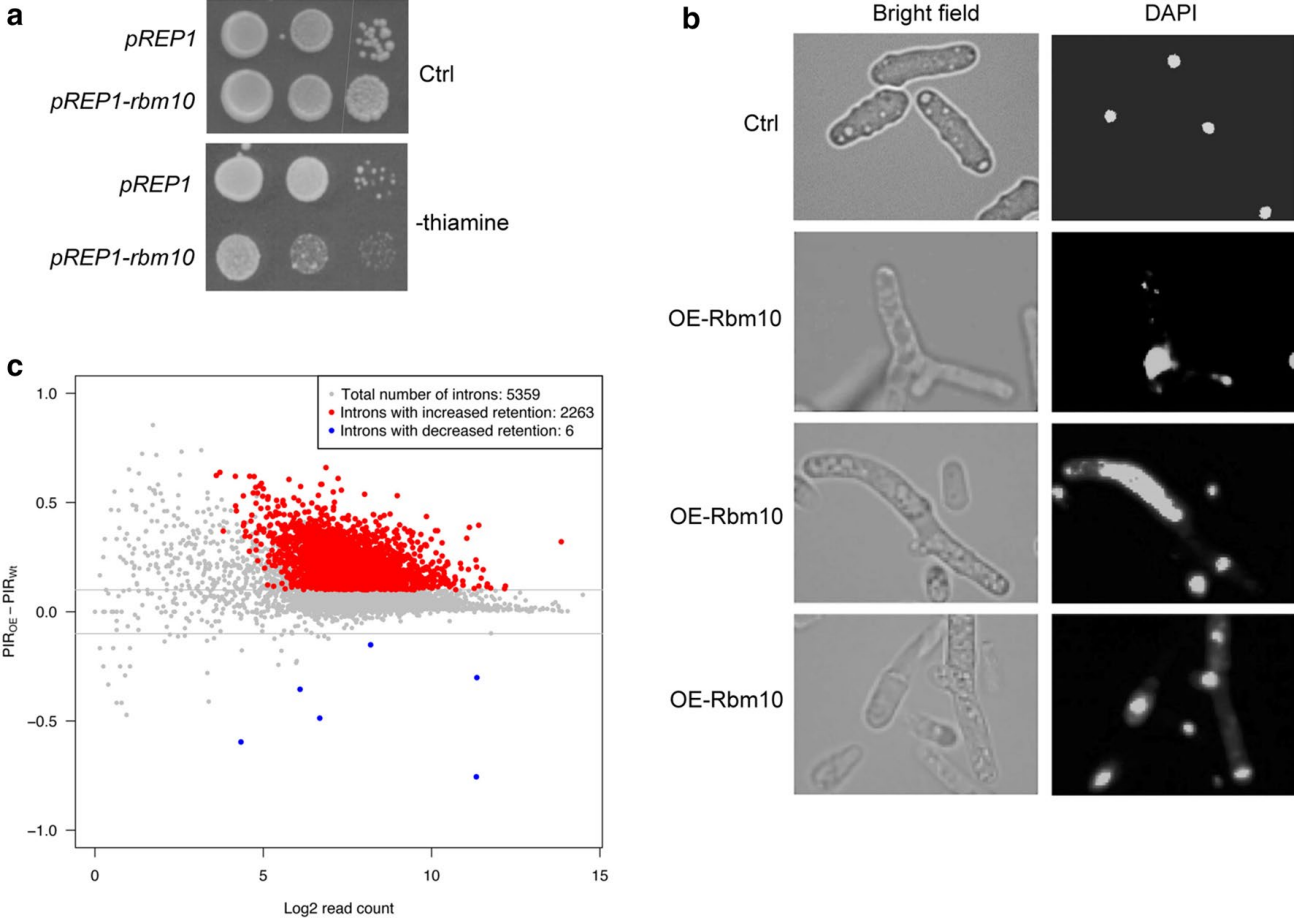
Overexpression of Rbm10 results in severe growth defects and massive intron retention. **a** Cells overexpressing Rbm10 display slow growth. Serial dilutions of indicated cells carrying pREP1-*rbm10* were plated in the PMG minimal medium without thiamine. Empty pREP1 vector was used as a control. Ctrl, a control plate-containing thiamine. **b** Cells overexpressing Rbm10 showed abnormal cell shapes and nuclear organization. Left, bright-field microscopic images. Right, DAPI staining. OE, overexpression. **c** MA plot comparing the intron retention patterns between *rbm10*-overexpressing cells and WT. Log2 transformed read count for each event was plotted on the X axis, and the PIR difference was on the Y axis. The red and blue dots represented the events with significantly different intron retention patterns. The grey lines indicate 10% PIR difference

### Deletion of ***rbm10***^+^ induces minor changes in gene expression and intron retention

To further understand the role of Rbm10, we constructed a deletion strain, *rbm10*Δ, in which the complete gene was replaced with a kanamycin selection cassette via homologues recombination. *rbm10*Δ cells are viable and do not show obvious growth defects, indicating that Rbm10 is not essential for viability.

To investigate how Rbm10 affects gene expression and splicing, we performed genome-wide RNA-seq in the *rbm10*Δ mutant. 

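The deletion series had 2 libraries of poly(A) RNA from WT and 2 from *rbm10*Δ cells. The authors aligned and counted these reads in the same way as those of the overexpression series, and the deposited values are counts per gene without normalization. The total count was 47273556 and 47071951 in the WT libraries and 49981707 and 40534558 in the *rbm10*Δ libraries. At least 1 of these 4 libraries lists a count for 6748 genes. The replicates differed by more than counting noise, with a chi-square per degree of freedom of 17.9 in WT and 8.02 in *rbm10*Δ, and each was used as 1 sample. The paper compared the genotypes with the DESeq package at an adjusted p value of 0.05. Here the 6392 genes that passed edgeR's filter on low counts were normalized with TMM and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at the same threshold, without the samples of the overexpression series. Over the tested genes, the median standard error of the log2 fold change was 0.053.

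The deleted gene, *rbm10* (SPAC57A7.13), had 2862 and 2785 counts in WT and 16 and 14 counts in *rbm10*Δ. This corresponds to 60.1 ± 0.38 CPM (SD, n = 2) in WT and 0.331 ± 0.018 CPM (SD, n = 2) in *rbm10*Δ. The log2 fold change was -7.50 (standard error 0.10, adjusted p = 2.7e-11 from edgeR's quasi-likelihood test), and the paper's reported value in Table S4 is -7.41. With each library left out in turn, the log2 fold change stayed between -7.55 and -7.44. With the replicate number of the labels as a block it was -7.50, and deviations of libraries with the same number correlated across genes with r = 0.057. The auxotrophic marker genes *leu1*, *his3*, *ade6* and *his1* did not differ between WT and *rbm10*Δ, with log2 fold changes from -0.09 for *his1* to 0.13 for *his3* and a lowest adjusted p of 0.28 in edgeR. *ura4* was not listed in any library and so was not tested. Of the thiamine-regulated genes, *thi9* passed the threshold in this series (log2 fold change -0.18, adjusted p = 0.045 in edgeR). *nmt1* (1.13, from only 9 and 6 counts in WT and 23 and 9 in *rbm10*Δ), *thi2* (0.08) and *pho4* (-0.16) did not. A difference in medium was therefore not ruled out in this series.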

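Of the 6392 genes tested, 388 (6.07%) had higher counts in *rbm10*Δ cells than in WT and 138 (2.16%) had lower counts, at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The median log2 fold change was 0.41 among the increased genes and -0.22 among the reduced genes. All 292 genes that the paper lists in Table S3 were tested, and all had a positive log2 fold change, with 291 of them past the threshold. All 99 genes of Table S4 had a negative log2 fold change, and 90 passed the threshold. Another 97 increased genes and 48 reduced genes passed here and are not in these tables. In number of genes, the increased genes moved most with the replicate number as a block, which gave 675 increased and 284 reduced genes. The reduced genes moved most with this block and a correction for GC content and gene length, which gave 598 increased and 523 reduced genes, and the correction alone gave 490 and 404. When the 8 libraries of both series shared one dispersion estimate, 120 genes were increased and 12 reduced. With DESeq2 in place of edgeR the numbers were 293 and 116.

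The largest rises among genes with at least 10 counts per sample on average were in SPMTR.01, *snu5* (SPSNRNA.05) and *snu2* (SPSNRNA.02). SPMTR.01, an identifier that was not matched to the reference annotation, had 0 counts in both WT libraries and 29 and 15 counts in *rbm10*Δ (log2 fold change 7.49, standard error 0.96, adjusted p = 0.0018 in edgeR). *snu5*, the gene of a small nuclear RNA on chromosome II from 3236867 to 3236986 in ASM294v3, had 2 and 3 counts in WT and 39 and 54 counts in *rbm10*Δ (log2 fold change 4.20, standard error 0.50, adjusted p = 8.7e-04 in edgeR). *snu2*, another small nuclear RNA gene on chromosome I from 959370 to 959556, had 24 and 30 counts in WT and 268 and 205 in *rbm10*Δ (log2 fold change 3.17, standard error 0.17, adjusted p = 6.0e-06 in edgeR). All small nuclear RNA genes together took 1.3e-04% and 1.7e-04% of the counts in WT and 8.0e-04% and 8.4e-04% in *rbm10*Δ. In these poly(A) libraries, a greater carry-over of short RNA without a tail was not ruled out for *snu5* and *snu2*. Apart from *rbm10*, the largest falls were in *pdc102* (SPAC186.09), *gdt1* (SPAC186.05c) and *mfm2* (SPAC513.03). *pdc102* had 37 and 37 counts in WT and 16 and 8 in *rbm10*Δ (log2 fold change -1.57, standard error 0.30, adjusted p = 0.011 in edgeR), and its adjusted p was 0.054 with DESeq2 and 0.14 when the libraries of both series shared one dispersion estimate. *gdt1* fell from 110.9 ± 3.04 to 63.1 ± 1.67 CPM (SD, n = 2 each; log2 fold change -0.81, adjusted p = 6.0e-06 in edgeR). *mfm2* fell from 45.0 ± 1.68 to 27.1 ± 2.00 CPM (SD, n = 2 each; log2 fold change -0.74, adjusted p = 7.9e-05 in edgeR).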

We reproducibly found that out of 6748 genes, the expressions of 292 genes in *rbm10*Δ cells were increased compared to wild type (Fig. 3a and Additional file 4: Table S3), whereas the gene expressions of 99 genes were reduced in the mutant (Fig. 3a and Additional file 5: Table S4). However, the fold-changes of these gene expressions were very modest, with only 21 (0.3%) genes whose expression altered more than twofold. 

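Among the genes past the threshold in edgeR, 27 changed by more than 2-fold, which is 0.42% of the genes tested. In 25 of them the counts were higher in *rbm10*Δ cells and in 2 they were lower, 1 of which was *rbm10*. In all 27, both libraries of one genotype lay above both libraries of the other. Of the 27 genes, 11 are annotated as protein coding and 16 are not. The other 94.9% of the changed genes stayed within 2-fold, with a median absolute log2 fold change of 0.33 over all 526 changed genes. All 21 genes with a change of more than 2-fold in Tables S3 and S4 were among the 27. The number was 35 with the replicate number as a block and 18 when the libraries of both series shared one dispersion estimate. Without regard to the p value, 41 of the tested genes differed by more than 2-fold. This number depended on weakly expressed genes, since it was 24 among genes with at least 10 counts in every library and 153 when no filter on low counts was applied.

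**Figure D2:**
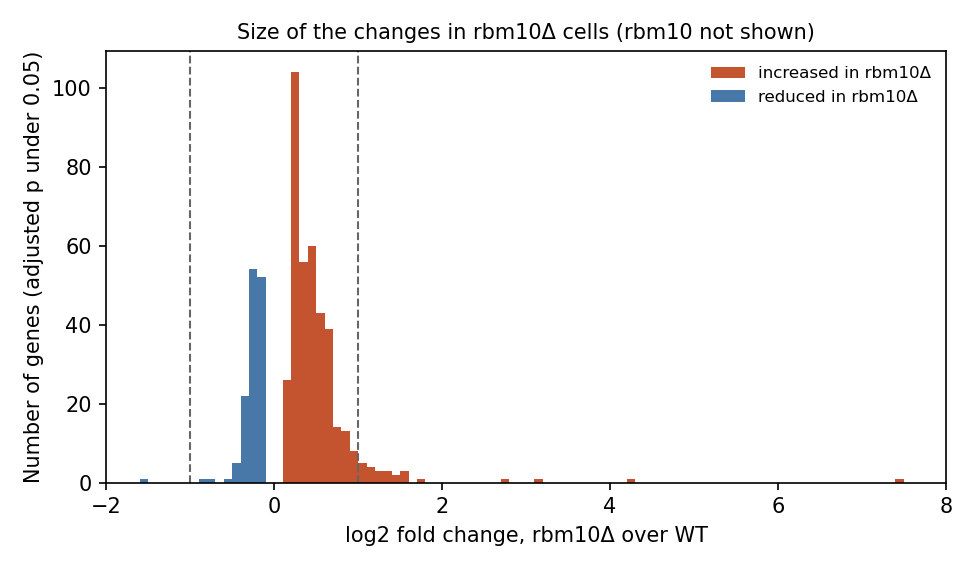
Number of genes (y axis) by log2 fold change of *rbm10*Δ over WT (x axis, in steps of 0.1) for the genes with an adjusted p under 0.05 in edgeR, *rbm10* left out. Increased genes are red, reduced genes are blue, and dashed lines mark a 2-fold change. Most genes lie between the dashed lines, and the bar at the far right is SPMTR.01 at 7.49.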

Our RNA-seq also allowed us to analyze the effect of *rbm10*Δ mutant on the intron splicing. Out of 5357 expressed introns, we detected 38 intron retention events in *rbm10*Δ mutant (Percent Intron Retained difference (ΔPIR) > 10%, Fig. 3b and Additional file 6: Table S5). We also found that 7 intron splicing have been enhanced (ΔPIR < 10%, Fig. 3b and Additional file 7: Table S6). Again, the majority of these changes were affected to a modest level. Previous studies have shown that alternative splicing exists in fission yeast, although not very common [40]. Given that human RBM10 is involved in alternative exon usage [26], we also examined alternative exon usage in *rbm10*Δ mutant. However, our results show that no case with significant difference between WT and *rbm10*Δ mutant can be detected (Fig. 3c). 

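The gene counts also show how the transcripts of genes with increased intron retention behaved in *rbm10*Δ cells. The 38 introns with increased retention in Table S5 lie in 37 host genes, and the paper's values of ΔPIR for them have a median of 12.4%, with 1 intron above 20%. Of these host genes, 36 were tested. Their median log2 fold change between *rbm10*Δ and WT was -0.07, against 0.0036 for the other genes, and 27 of the 36 had a negative value. The shift was small but larger than that of other genes (adjusted p = 0.011 over 8 tests with limma's camera on the edgeR counts), and none of the 36 genes changed by more than 2-fold. In edgeR, 1 of them passed the threshold as an increased gene and 1 as a reduced gene, against 2 and 4 with the replicate number as a block and 1 and 2 with DESeq2's size factors. With the replicate number as a block the difference of medians was -0.068 (adjusted p = 0.016 with camera), and with each library left out in turn it stayed between -0.080 and -0.057. Against the other genes with introns the difference of medians was -0.047. The 7 introns with decreased retention in Table S6 have a median ΔPIR of -16.6% in the paper. The counts of their host genes were not tested as a list, so no result is given for them. Over all genes, 388 were increased and 138 reduced in edgeR, and 27 of these changed by more than 2-fold. From the small size of the expression changes, the small number of altered introns and the lack of altered exon usage, the paper concludes that deletion of Rbm10 has a minor effect on gene expression and splicing.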

Taken together, our results show that deletion of Rbm10 has minor effect on gene expression and splicing.

**Fig. 3:**
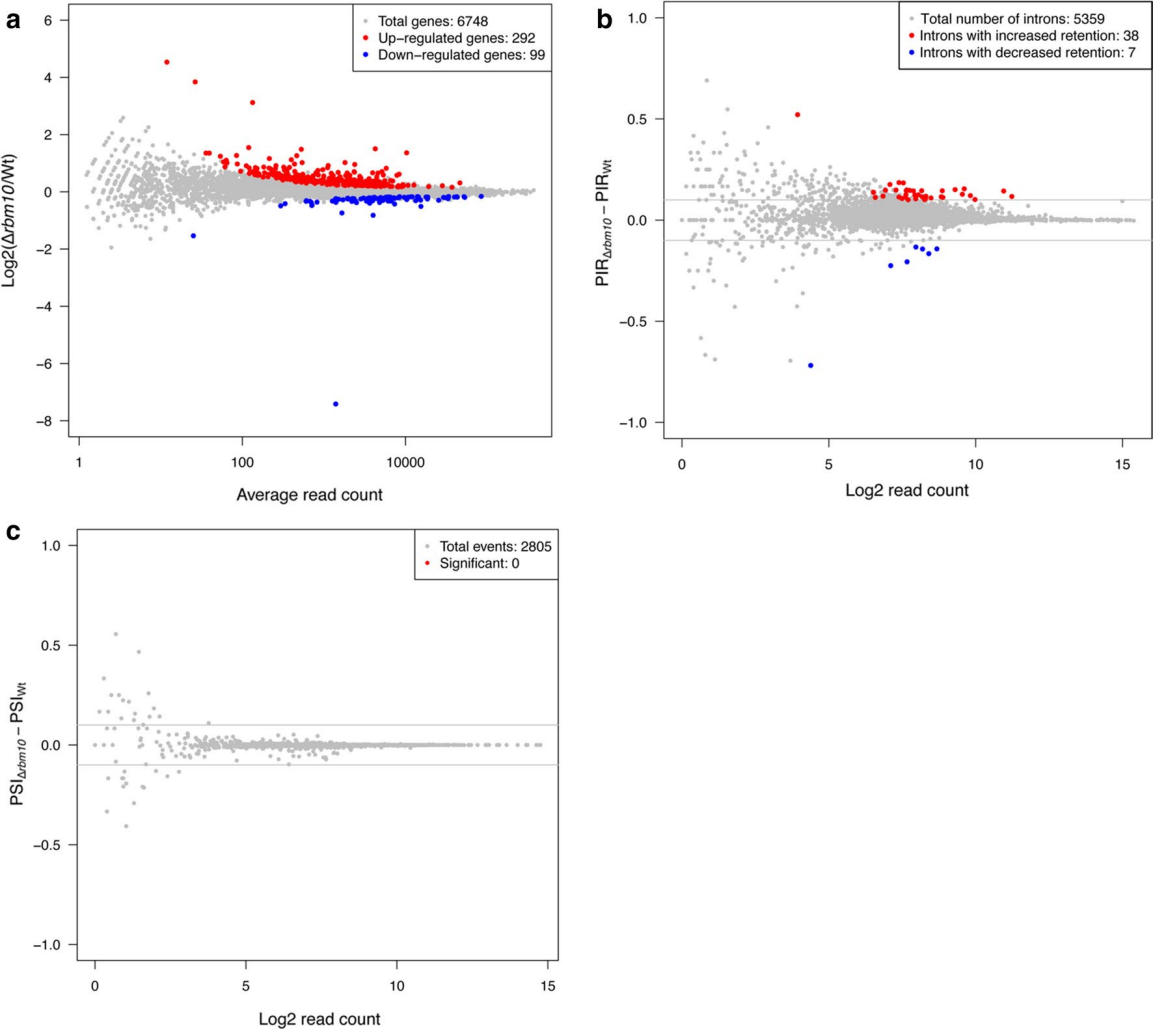
Deletion of Rbm10 has minor effect on gene expression and intron retention. **a** MA plot comparing the gene expression patterns between *rbm10*Δ cells and WT. The average read count for each gene was plotted on the X axis, and the log2 transformed fold change was on the Y axis. The red and blue dots represented the genes with significantly different gene expression patterns. **b** MA plot comparing the intron retention patterns between *rbm10*Δ cells and WT. Log2 transformed read count for each event was plotted on the X axis, and the PIR difference was on the Y axis. The red and blue dots represented the events with significantly different intron retention patterns. The grey lines indicate 10% PIR difference. **c** MA plot comparing the exon skipping patterns between *rbm10*Δ cells and WT. Log2 transformed read count for each event was plotted on the X axis, and the Percent Spliced In difference (ΔPSI) was on the Y axis. The red dots represented the events with significantly different exon skipping patterns. The grey lines indicate 10% PIR (Percent Intron Retained) difference

Wang et al. proposed that human RBM10 promotes exon skipping via binding in the vicinity of splice sides, resulting in delaying their splicing choice; thus, these exons with relatively weaker splice side become more excluded during alternative splicing [26] . However, alternative splicing is a very rare event in fission yeast [40]. It is likely that a delay in splicing resulting from Rbm10 splicing activity does not manifest in alternative splicing, but rather in intron retention. Our data showing a dramatic increase in intron retention in *S. pombe* cells overexpressing Rbm10 are consistent with this idea.

### Deletion of ***rbm10***^+^ leads to impaired heterochromatin silencing

Splicing factors have been implicated in heterochromatin assembly. We next characterized how Rbm10 affects heterochromatin status. Fission yeast harbors three constitutive heterochromatic regions, namely pericentromeres, telomeres, and the mating-type locus. To analyze pericentromeric silencing in the *rbm10*Δ mutant, a wild-type (WT) strain carrying a *ura4*^+^ reporter integrated in the pericentromeric outer repeat (*otr*) was crossed with the mutant. The resulting *rbm10*Δ cells with *ura4*^+^ reporter at *otr* region were analyzed by growth assays in the medium without uracil. The *rbm10*Δ cells grow significantly faster than WT (Fig. 4a), indicating that the pericentromeric silencing in the mutant is disrupted. The strains were further analyzed in the media containing 5-fluoro-orotic acid (FOA), which is toxic to cells expressing uracil. WT cells exhibit strong silencing in *otr* region, as indicated by their robust growth in the FOA media. The slow growth of the *rbm10*Δ cells in the FOA media (Fig. 4a) confirmed that the silencing at pericentromeric heterochromatin in *rbm10*Δ mutant is lost.

**Fig. 4:**
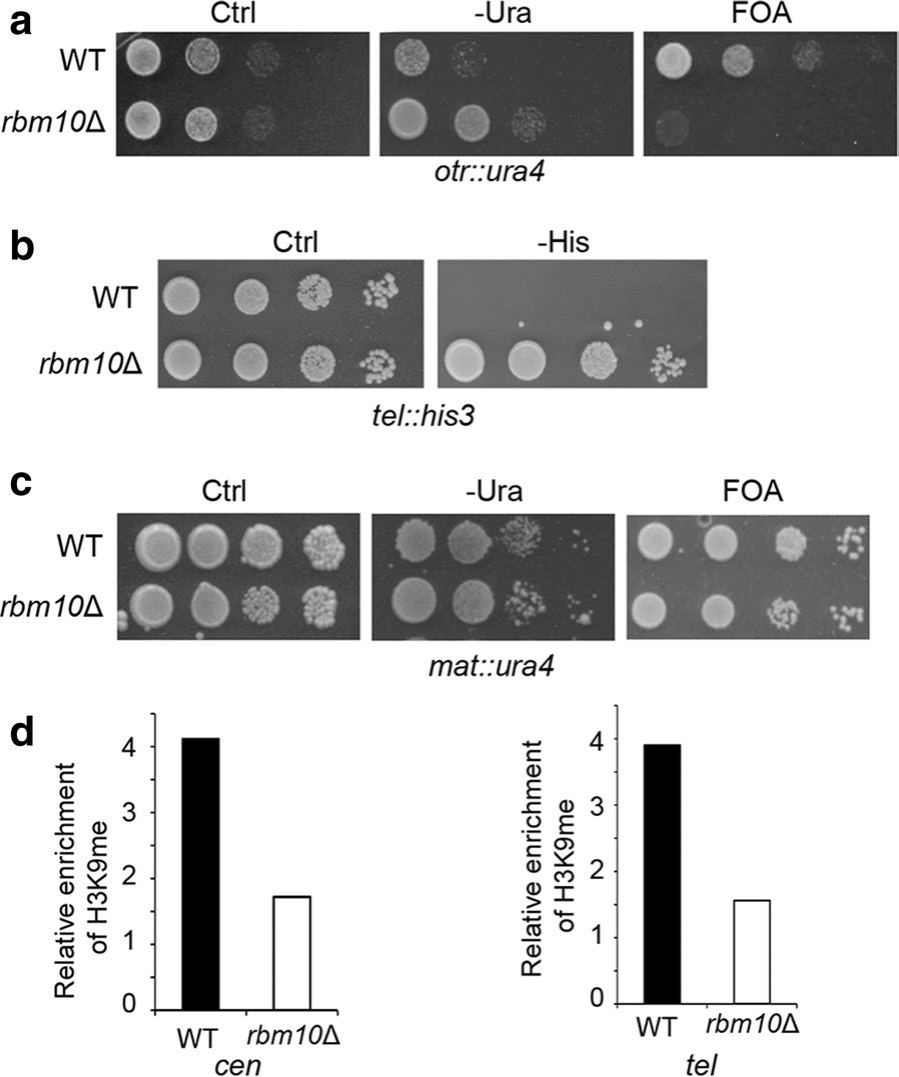
Rbm10 is important for heterochromatin silencing. **a** Serial dilutions of indicated cells harboring *ura4*^+^ at the *otr* region were plated in the PMG minimal medium without uracil (-Ura) or the EMM medium with the counter-selective FOA. Ctrl, a control plate-containing uracil. WT, wild type. **b** Serial dilutions of *rbm10*Δ cells and WT as control carrying *his3*^+^ at the telomeric region (*tel*) were plated in the PMG medium without histidine (-His). **c** Growth assays of *rbm10*Δ and WT cells carrying *ura4*^+^ at the mating-type region in the PMG medium without uracil (-Ura) or with the FOA media. **d** Analysis of H3K9 methylation in the *otr* region by ChIP. ChIP assays were performed using an antibody against H3K9 di-methylation and primers specific for in the *otr* region. *act1*^+^ was used as a control

We also examined the heterochromatin silencing in telomere and mating-type locus in *rbm10*Δ using *his3*^+^ and *ura4*^+^ reporters inserted to these regions, respectively. Our growth assays using minimum media without histidine demonstrated that silencing in telomere is strongly lost in *rbm10*Δ cells (Fig. 4b). However, *rbm10*Δ cells with *ura4*^+^ in mating-type locus did not show major growth deficiency relative to WT in minimum media without uracil and the counter-selective FOA medium (Fig. 4c), indicating that the heterochromatin silencing in this region is not significantly affected by deletion of *rbm10*^+^. This different effect between centromere and mating-type heterochromatin in *rbm10*Δ is likely due to the redundant pathways involved in heterochromatin formation in mating-type locus [41, 42].

We next analyzed H3K9me in centromeres and telomeres using ChIP. We observed that H3K9me level is reduced to approximately 50% of WT at both pericentromeres and telomeres in *rbm10*Δ (Fig. 4d). The loss of H3K9me at pericentromeres and telomeres is consistent with our growth assays, indicating that heterochromatin silencing is impaired in these regions in *rbm10*Δ.

It has been shown that mutants of splicing factors, such as Cwf14, can induce mis-splicing of mRNA transcripts from heterochromatin factors, including Ago1, which in turn results in heterochromatin defect [25]. However, our transcriptome profiling from the *rbm10*Δ mutant showed the minor differences in *rbm10*Δ in intron retention, indicating that a secondary effect by *rbm10*Δ via the splicing of heterochromatin factors is unlikely to be the primary cause for heterochromatin defects.

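The expression of 30 genes of heterochromatin and silencing factors was compared between *rbm10*Δ cells and WT. The list holds factors, or members of complexes, that the paper or its Table S7 names, such as CLRC, RITS and Clr6 complex components, histone deacetylases, Asf1, Spt6 and the CHD1 remodeler Hrp3. The median log2 fold change of the 30 genes was -4.6e-04, with 15 above and 15 below 0, and the difference of their median from that of the other genes was -0.0036 (adjusted p = 0.73 with limma's camera on the edgeR counts). With the replicate number as a block the difference was -0.0041. The median lay at percentile 66.7 of 10000 random lists of genes matched on mean expression. Single genes ranged from -0.14 to 0.26. *pst1* (SPBC12C2.10c), on chromosome II from 2452028 to 2457119 in ASM294v3, had the largest change and was the only gene of the list past the threshold, with 101.3 ± 3.36 CPM in WT and 120.9 ± 3.13 CPM in *rbm10*Δ (SD, n = 2 each; standard error of the log2 fold change 0.044, adjusted p = 0.0067 in edgeR). When the libraries of both series shared one dispersion estimate, the adjusted p of *pst1* was 0.093. None of the 38 introns of Table S5 and none of the 7 introns of Table S6 lies in a gene of this list. The counts per gene do not separate spliced from unspliced transcripts. From the minor differences in intron retention, the paper reasons that a secondary effect through the splicing of heterochromatin factors is unlikely to be the primary cause of the heterochromatin defects.

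**Figure D3:**
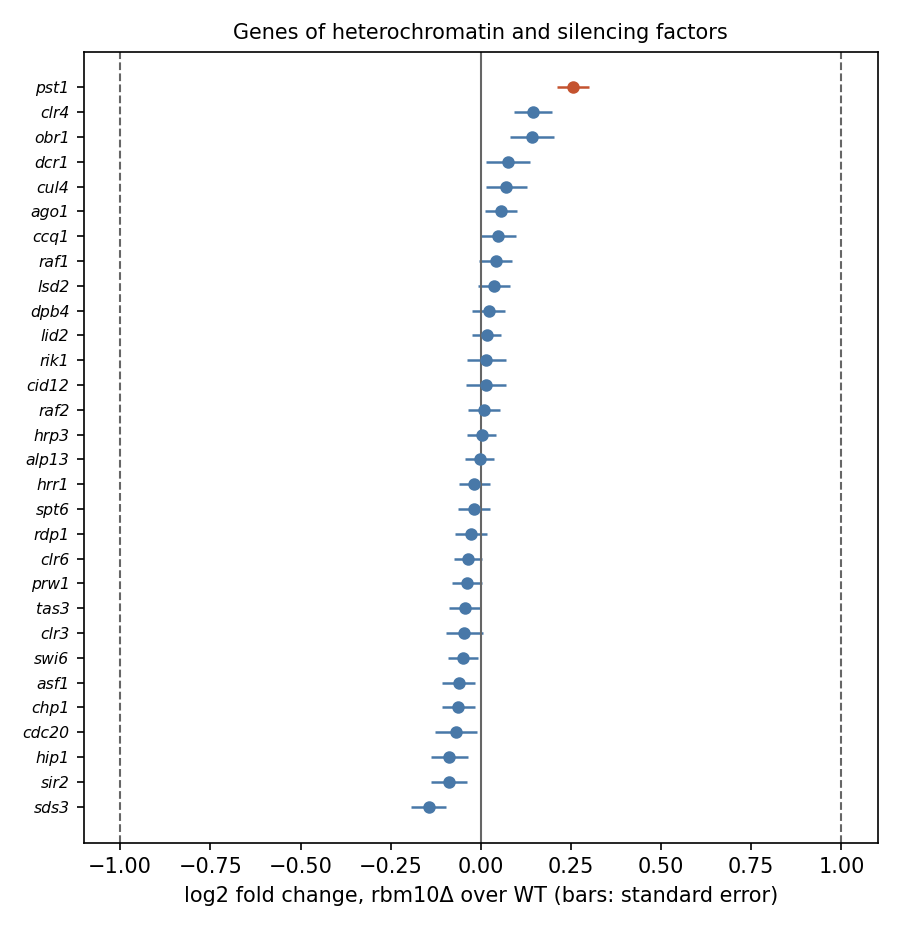
log2 fold change of *rbm10*Δ over WT (x axis) for the 30 genes of heterochromatin and silencing factors (y axis), with bars for the standard error. The gene past the threshold, *pst1*, is red. All points lie between -0.14 and 0.26, well inside the dashed lines of a 2-fold change.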

### Rbm10 interacts with Clr6 and is important for recruitment of Clr6 to heterochromatin

To gain more insight into the function of Rbm10, we determined to identify its interacting proteins using the Tandem Affinity Purification (TAP) method. For this, we constructed a TAP-tag with a combination of FLAG and HA tags at the N-terminus of *rbm10*^+^ at its endogenous locus. FLAG-HA-Rbm10 is fully functional, as it does not cause any silencing defects in the pericentromeric *otr* region (Fig. 5a). However, we observed that the expression level of endogenous FLAG-HA-Rbm10 is extremely low (Data not shown). We thus constructed FLAG-HA-Rbm10 under the *nmt1* promoter, and overexpressed FLAG-HA-Rbm10 for TAP-tag purification. We collected cells within 24 h of induction to minimize the potential secondary effects. We performed a two-step affinity purification of FLAG-HA-Rbm10 and subjected the sample to mass spectrometry (MS) analysis (Fig. 5b). From three independent affinity purifications, we obtained 853 interacting proteins (Fig. 5c and Additional file 8: Table S7) found in all replicates but being absent from control purifications. These proteins included factors involved in heterochromatin silencing, chromatin remodeling, and RNA processing, and transcription (Figs. 5d and 6a). GO Term analysis with PANTHER further revealed an overrepresentation of RNA metabolic process (*p* = 9.75 × 10^–5^), chromatin organization (*p* = 2.2 × 10^–16^), and DNA-dependent transcription (*p* = 1.06 × 10^–2^).

**Fig. 5:**
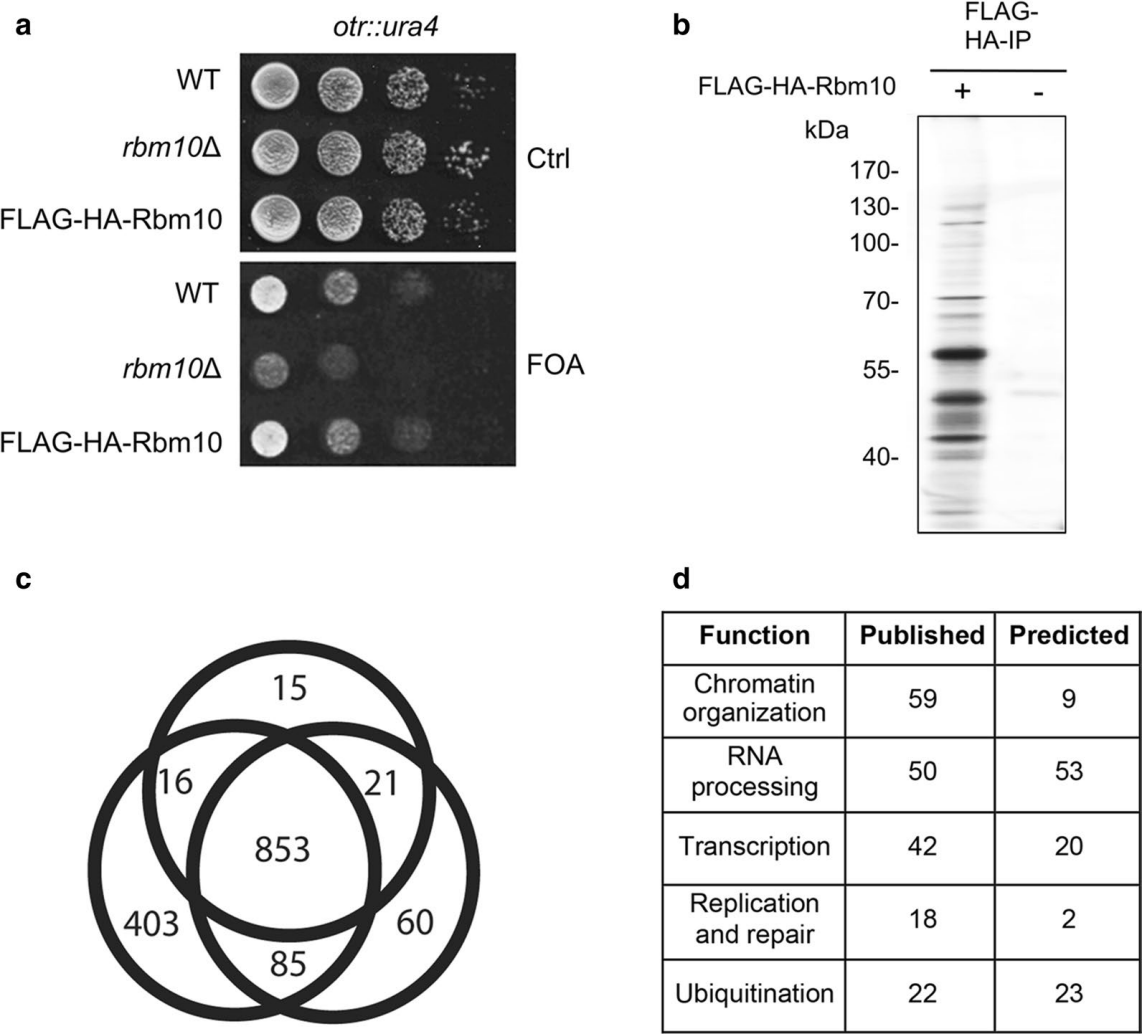
Mass spectrometry analysis of TAP-tag purified Rbm10. **a** Cells carrying FLAG-HA tagged Rbm10 under its own promoter expressed from its endogenous locus display no detectable silencing defect. Serial dilutions of indicated cells harboring *ura4*^+^ at the *otr* region were plated in the EMM medium containing FOA. Ctrl, a control plate without FOA. **b** A silver-stained gel showing the TAP-tag purification of Rbm10 and a control purification from an untagged strain. **c** Venn diagram showing the overlap of proteins detected by mass spectrometry. **d** The proteins identified by mass spectrometry were grouped based on their functions, as indicated in the table

**Fig. 6:**
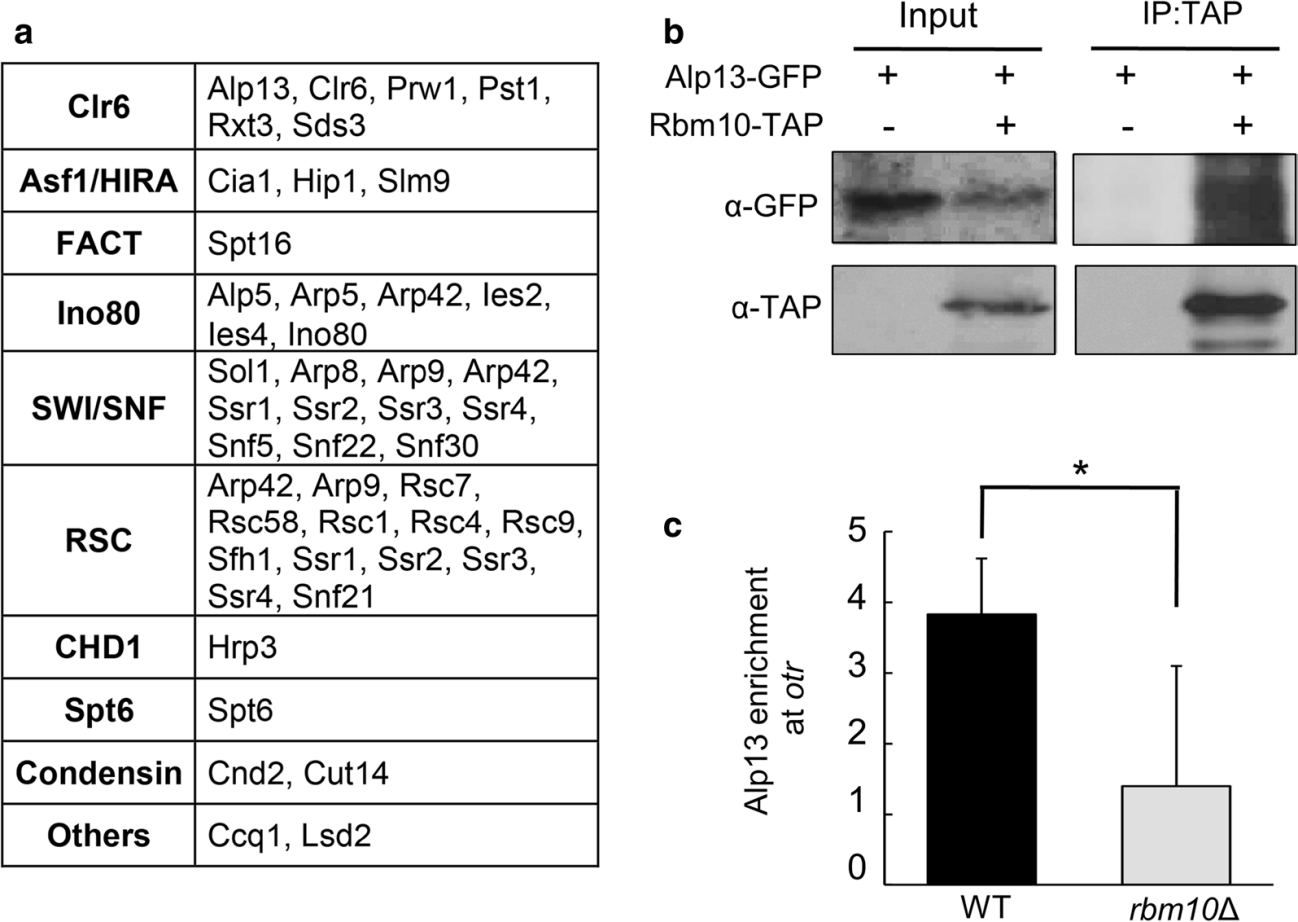
Rbm10 interacts with Clr6 and chromatin remodeling complexes. **a** Components of HDAC Clr6 and chromatin remodeling complexes identified by mass spectrometry analysis of Rbm10 were listed. Condensin components and other known heterochromatin factors identified were also shown. **b** Cell lysates from cells expressing Alp13-GFP and Rbm10-TAP under their own promoter at their native sites were immunoprecipitated with an antibody specific for TAP, and analyzed by immunoblotting using a GFP antibody. Cells expressing Alp13-GFP alone were used as a control. **c** Analysis of the association of Alp13-GFP in the *otr* region in the indicated strains by ChIP. ChIP assays were performed using an antibody against GFP. *act1*^+^ was used as a control. Error bars indicate SD. (*) *p* < 0.05

Clr6 HDAC complexes are important for heterochromatin silencing, and fall in two main classes I and II in fission yeast [18]. Five members from the HDAC Clr6 I complex and also Alp13 from the Clr6 II complex can be found to be associated with Rbm10 (Fig. 6a and Additional file 8: Table S7). Particularly, Prw1, a component of the Clr6 complex I, achieves the highest percentage of sequence coverage identified from our MS data.

We note that all the TAP purification experiments were performed using cells expressing FLAG-HA-Rbm10 to a higher level than endogenous Rbm10. To rule out the possibility that the interactions we identified are the artifacts caused by overexpression of Rbm10, we performed co-immunoprecipitation (Co-IP) to validate the interactions of Rbm10-TAP with Alp13-GFP, both of whom are expressed under their own promoter at the endogenous sites.

It has been shown that Alp13 is important for heterochromatin silencing [43]. Rbm10-TAP and Alp13-GFP do not causes any detectable defect (data not shown) and are thus functional. Our co-IP experiments confirmed the interaction of Rbm10 with Alp13 (Fig. 6b). To determine how Rbm10 affects the recruitment of the Clr6 complex to heterochromatin, we analyzed the *rbm10*Δ mutant carrying Alp13-GFP by ChIP assays. Our results showed that Alp13-GFP in the pericentromeric *otr* region is significantly reduced in *rbm10*Δ (Fig. 6c and Additional file 9: Figure S2), whereas deletion of Rbm10 has little effect on association of Alp13-GFP with the rDNA region (Additional file 10: Figure S3). These data indicate that Rbm10 is important for recruitment of the Clr6 complex to pericentromeric heterochromatin.

In addition, we found that Rbm10 is copurified with Asf1/Cia1 and the HIRA histone chaperone complex (Fig. 6a). It has been shown that Asf1 interacts with HIRA to mediate heterochromatin silencing [44, 45]. We also found that Rbm10 associates with FACT, Spt6 and CHD1/Hrp3 chromatin remodelers. These chromatin remodeling factors have also been shown to be important for heterochromatin formation [46–48]. We detected a strong link of Rbm10 with RSC, SWI/SNF, and Ino80 chromatin remodeling complexes. All 13 members of the RSC complex and 11 of 12 members of the SWI/SNF complex were found in the MS results (Fig. 6a and Additional file 8: Table S7). We also found that condensin components in the Rbm10-purified product. Condensin has been implicated in pericentromeric heterochromatin assembly in fission yeast (10, 49, 50). In addition, Rbm10 interacts with Uhp1, an ubiquitinated histone-like protein, and Lsd2, a conserved histone demethylase, both of which are linked to heterochromatin formation [51, 52]. Rbm10 is also copurified together with Ccq1, which is required for silencing in telomere and facultative heterochromatin [53, 54]. Interestingly, Rbm10 associates with transcription factors, including all five members of the PAF complex, and the transcriptional activator Byr3, which was detected with a sequence coverage of 65% and the highest intensity-to-mass ratio in the whole dataset. Heterochromatin in fission yeast can be transcribed during S phase of the cell cycle, and the non-coding transcripts are processed into siRNAs by RNAi machinery [10, 14]. These transcription factors may be involved in regulation of heterochromatin transcription.

### Rbm10 interacts with splicing factors

Our MS analysis also detected more than 30 splicing factors interacting with Rbm10 (Table 1). Most of them are from the spliceosome A and B components, such as U1 snRNP, Sf3a and Sf3b, U2AF and NTC complex. This finding is in concordance with interaction data from human RBM10, which has been shown to be part of the spliceosome A and B complex [31–33]. These results demonstrate that Rbm10 interaction with the spliceosome is conserved between human and fission yeast. Our data further indicate that, even though *rbm10*Δ mutant shows only modest changes in splicing, Rbm10 in fission yeast nevertheless is involved in RNA splicing, consistent with the Rbm10 overexpression data (Fig. 3).

**Table 1:** Splicing factors identified by mass spectrometry analysis of purified Rbm10

ID	Name	Description
SPAC4D7.13	Usp104	U1 snRNP-associated protein Usp104
SPBC4B4.09	Usp105	U1 snRNP-associated protein Usp105
SPBC839.10	Usp107	U1 snRNP-associated protein Usp107
SPAP8A3.06	Uaf2	U2AF small subunit, U2AF-23
SPAC9.03c	Brr2	U5 snRNP complex subunit Brr2
SPAC644.12	Cdc5	Cell division control protein, splicing factor Cdc5
SPBC19C2.01	Cdc28	ATP-dependent RNA helicase Prp8
SPBC16A3.18	Cip1	RNA-binding protein Cip1
SPBC215.12	Cwf10	U5 snRNP GTPase subunit Cwf10
SPCP1E11.07c	Cwf18	Complexed with Cdc5 protein Cwf18
SPAC3A12.11c	Cwf2	RNA-binding protein Cwf2
SPBC211.02c	Cwf3	complexed with Cdc5 protein Cwf3
SPBC31F10.11c	Cwf4	complexed with Cdc5 protein Cwf4
SPCC550.02c	Cwf5	RNA-binding protein Cwf5
SPBC354.12	Gpd3	Glyceraldehyde 3-phosphate dehydrogenase Gpd3
SPBC29A10.10c	Dbl8	tRNA-splicing endonuclease positive effector Dbl8
SPAC23H3.02c	Ini1	RING finger-like protein Ini1
SPBC6B1.07	Prp1	U4/U6 x U5 tri-snRNP complex subunit Prp1
SPAC27F1.09c	Prp10	U2 snRNP-associated protein Sap155
SPCC10H11.01	Prp11	ATP-dependent RNA helicase Prp11
SPAPJ698.03c	Prp12	U2 snRNP-associated protein Sap130
SPAC29A4.08c	Prp19	Ubiquitin-protein ligase E4
SPBC1861.04c	Prp24	RNA-binding protein Prp24 (predicted)
SPBC119.13c	Prp31	U4/U6 × U5 tri-snRNP complex subunit Prp31
SPBC16H5.10c	Prp43	ATP-dependent RNA helicase Prp43
SPBP22H7.07	Prp5	WD repeat protein Prp5
SPAC227.12	Rna4	U4/U6 × U5 tri-snRNP complex subunit Prp4 family, Rna4
SPAC19G12.07c	Rsd1	RNA-binding protein Rsd1 (predicted)
SPAC22A12.09c	Sap114	U2 snRNP subunit Sap114
SPBC29A3.07c	Sap14	U2 snRNP-associated protein SF3B14 Sap14
SPAC22F8.10c	Sap145	U2 snRNP-associated protein Sap145
SPBC36.09	Sap61	U2 snRNP-associated protein sap61
SPAC4F8.12c	Spp42	U5 snRNP complex subunit Spp42
SPAC4D7.13	Usp104	U1 snRNP-associated protein Usp104
SPBC4B4.09	Usp105	U1 snRNP-associated protein Usp105
SPBC839.10	Usp107	U1 snRNP-associated protein Usp107

## Discussion

Previous studies have shown that human RBM10 is an RNA splicing protein, responsible for the X-linked TARP syndrome, although the mechanisms by which Rbm10 causes the disease remain unclear [26, 27, 29]. In this study, we identified its homologue Rbm10 in fission yeast. We showed that Rbm10 in fission yeast interacts with a variety of splicing factors, and overexpression of Rbm10 results in strong intron retention. These data suggest that the role of Rbm10 in splicing regulation is conserved. Surprisingly, our genome-wide RNA analysis showed that deletion of *rbm10*^+^ in fission yeast results in minor splicing defects. However, heterochromatin formation is severely disrupted in *rbm10* mutant. Our data strongly support that abnormality in heterochromatin formation in the mutant arises independently from defects in splicing. We further demonstrated that Rbm10 interacts with heterochromatin factors, including Clr6 complex and chromatin remodelers, suggesting a novel mechanism underlying splicing factor-mediated heterochromatin silencing. Our findings reveal previously unrecognized features of Rbm10 in chromatin regulation, and may help elucidate its roles in human disease.

### Role of Rbm10 in heterochromatin formation

As in mammals, heterochromatin in fission yeast is enriched with hypoacetylation of histones and H3K9 methylation. These heterochromatin hallmarks are instrumental for heterochromatin structure and function [1, 3]. In fission yeast, siRNAs generated from heterochromatin transcripts during S phase promotes H3K9me by guiding the CLRC complex containing the H3K9 methyltransferase, Clr4, to heterochromatin [10, 11, 14]. It has been shown that splicing factors are required for RNAi-mediated heterochromatin assembly in fission yeast. However, the mechanism behind the role of splicing factors in heterochromatin assembly remains poorly understood. There is an ongoing discussion in the field as to whether splicing factors participate in heterochromatin formation directly. A study by Bayne et al*.* has shown that in splicing factor mutants, such as *prp10*-1, splicing and heterochromatin defects can be uncoupled. In addition, the heterochromatin defects in the *prp10*-1 mutant cannot rescued by expression of wild-type RNAi genes, a*go1*^+^ and *hrr1*^+^, which contain introns. They further found that an RNAi component, Cid12, interacts with splicing factors, including Prp10. They proposed that splicing factors interact with the RNAi machinery to directly regulate RNAi-mediated heterochromatin silencing [23]. However, a comprehensive analysis of global splicing changes in these studies was missing, leaving open the possibility that splicing changes of a yet unknown heterochromatin factor might be responsible for the heterochromatin defects. Indeed, the study by Kallgren et al*.* has shown that splicing factor mutants, such as *cwf14*, result in the splicing defects in Ago1, which in turn lead to heterochromatin defects [25].

In this study, we performed the first comprehensive analysis on global splicing changes in a splicing mutant showing heterochromatin defects, which could potentially rule out any indirect influences. We show that deletion of *rbm10*^+^ has little effect on splicing, but leads to significant loss of silencing and H3K9 methylation in heterochromatin. In addition, Rbm10 interacts with a variety of heterochromatin factors, notably the HDAC Clr6 complex, and chromatin remodeling HIRA, FACT, CHD1, and Spt6 components. Furthermore, deletion of *rbm10*^+^ disrupts the association of the Clr6 complex with heterochromatin. These findings strongly suggest that Rbm10 is directly involved in heterochromatin formation. Rbm10-interacting splicing factor Cwf10 has been shown to be associated with pericentromeric transcripts [23]. We propose that Rbm10 binds nascent heterochromatic transcripts, and serves as a platform to recruits the Clr6 complex and chromatin remodelers to heterochromatic region, which in turn promote heterochromatin assembly. Our study, together with previous findings, further suggests that different splicing subunits may play separate roles in regulation of heterochromatin formation.

### Role of Rbm10 in regulation of RNA splicing

In addition to its role in heterochromatin formation, our data suggest conserved function of Rbm10 in splicing. We detected that a plethora of Rbm10-interacting partners in fission yeast are from spliceosomal A and B complexes, which recapitulate the known interactions of human RBM10. Furthermore, overexpression of Rbm10 in fission yeast leads to massive intron retention, which can be seen as an equivalent to human RBM10’s function in promoting exon skipping in humans. These results suggest that fission yeast and human Rbm10 have retained similar function in RNA splicing.

However, we only observed the strong effect of Rbm10 on splicing in fission yeast when it is overexpressed. In the deletion mutant strain, only very modest changes in splicing were detected, indicating a mild impact of Rbm10 on splicing at its endogenous expression level. We observed that Rbm10 expression level appears to be extremely low under normal cell growth condition. Given the fact that stoichiometric amounts of splicing factors are needed for splicing, our data indicate that Rbm10 does not serve as a general splicing factor under endogenous expression level. We speculate that higher expression of *rbm10*^+^ may be induced under specific environmental conditions, leading to changes of gene expression through altering RNA splicing patterns. Due to its strong toxicity in overexpression, it is likely that *rbm10*^+^ expression level is tightly controlled and its dual function might be regulated dose-dependently.

### Interactome of Rbm10

We show that Rbm10 interacts with around 850 proteins, with enrichment for splicing factors, HDAC, chromatin remodelers, and transcription factors. These data strongly support the direct role of Rbm10 in heterochromatin formation and splicing. A recent study showed that a splicing factor in *Arabidopsis* also interacts with HDAC [55]. Both of these processes are involved with various large protein complexes, explaining the high number of interacting partners. Especially, the good correlation between fission yeast and human RBM10 in regard to its interaction with the spliceosome can be seen as a proof-of-principle experiment.

Rbm10 interacts with transcription factors, especially Byr3, which has the highest sequence coverage of the whole dataset. Since heterochromatin formation is also dependent on transcription during S phase, we speculate that this factor may play a role in mediating heterochromatin transcription. Its exact role in heterochromatin regulation still needs further characterization in future studies. Interestingly, we also found that Rbm10 interacts with multiple replication factors (Fig. 5d). Replication factors have also been implicated in heterochromatin and centromere assembly in fission yeast [14, 22, 56–59].

### Comparison between fission yeast and human RBM10

The fact that Rbm10 interacts with the spliceosome and its overexpression results in intron retention indicates that the function of Rbm10 as a splicing factor is conserved between human and fission yeast. However, human RBM10 is expressed at substantially higher level than fission yeast Rbm10. This may be due to the fact that human RBM10 regulates exon skipping that generates alternative spliced proteins, but fission yeast Rbm10, on the other hand, is mainly responsible for intron retention, which can lead to premature block of transcription and RNA degradation via nonsense-mediated RNA decay (NMD) pathway [60]. Overexepression and knock-down of human RBM10 lead to massive changes in gene expression [26,27]. Overexepression of human RBM10 also results in nuclear condensation [61]. However, it is still not clear whether the defects are evoked by secondary effects, or result from that fact that human RBM10 has a role in heterochromatin formation and gene silencing. Nevertheless, human RBM10 was found to be part of H2A deubiquitinase complex [36], which has been implicated in heterochromatin regulation [62]. Future work is needed to elucidate whether human RBM10 has a dual function in the regulation of splicing and heterochromatin formation.

## Materials and methods

### Fission yeast strains and genetic analysis

*rbm10*Δ, *rbm10-GFP*, and *FLAG-HA-rbm10* strains were constructed via a PCR-based homologous recombination and verified by PCRs. pREP1-*FLAG-HA-rbm10* was constructed by inserting their respective cDNAs into NdeI/BamHI or SalI/SmaI sites in the plasmid. Genetic crosses were conducted following standard protocols [63]. Fission yeast strains used in this study are listed in Additional file 11: Table S8. For silencing assays, a series of tenfold dilutions with a starting concentration of 2 × 10^7^ cells/ml were spotted on the designated PMG (Pombe glutamate medium) media or the EMM (Edinburgh Minimal Medium) media with FOA and incubated at 30 °C for 2–3 days.

### RNA sequencing

RNA sequencing was performed as described [26]. Briefly, poly (A) RNA was prepared from total RNA by two rounds of oligo (dT)_25_ Dynabeads (Invitrogen) purification. Following fragmentation at 94 °C for 3.5 min, the RNA was converted to first strand cDNA using random hexamer primer and Superscript II (Invitrogen), followed by second-strand cDNA synthesis with *Escherichia coli* DNA pol I (Invitrogen) and RNAse H (Invitrogen). The barcoded sequencing library was prepared and sequenced on Illumina HiSeq for 1 × 100 cycles following the standard protocol.

### RNA-seq data analysis

RNA-seq reads that pass the Illumina filter were aligned to the *S. pombe* genome reference sequences (version: ASM294v2) using TopHat with default mapping parameters (version 2.0.8) [64]. The read count for each exon–exon and/or exon–intron junction as well as each gene was produced by custom Perl script. DESeq package was used to identify the differentially expressed genes between *rbm10*Δ cells and WT [65]. Adjusted *p* value < 0.05 was used as the threshold for determining significance. Fisher’s exact test was used to compare the splicing pattern of each exon (for exon skipping) or each intron (for intron retention) between *rbm10*Δ cells and WT. Adjusted *p* value < 0.05 and |ΔPSI| (or |PIR|) > 10% was used as the threshold for determining significant splicing difference.

### ChIP

ChIP was performed by as previously described (66). Briefly, 50 ml of a log-phase yeast culture was cross-linked by adding 37% formaldehyde for 30 min. Cells were collected and sonicated by an Ultrasonic Processor. 1 µl of H3K9me antibody (Abcam ab1220) was used for immunoprecipitation**.** Immunoprecipitated DNA was purified using a PCR clean up column (Qiagen), and analyzed by PCR using primers listed in Additional file 12: Table S9. The experiments were replicated in two or three independent biological repeats.

### RT-PCR

RT-PCR was performed by as previously described with minor modifications [67]. 500 ng starting material of total RNA was used per reaction. First-strand synthesis was performed with Random Primer and Superscript II RT (Invitrogen) at 25 °C for 10 min, then 42 °C for 50 min and 70 °C for 15 min. For the subsequent PCR, 1 µl from the reverse transcriptase reaction was used. Oligos used are listed in Additional file 12: Table S9.

### TAP-tag purification and mass spectrometry

Cells carrying pREP1-*FLAG-HA-rbm10* was induced for 24 h in minimal media without thiamine. Cell were collected and lysed in lysis buffer with 4 µl/ml Benzonase by bead beating. Protein G beads coated with anti-FLAG-antibody were added to the cell lysate, and incubated for 1 h at 4 °C on rotation. After washing, the sample was eluted using 3 × FLAG peptide (Sigma). The eluate was subsequently incubated with uMACS HA magnetic beads on ice for 30 min with occasionally mixing. The eluate with the beads was loaded on a uMACS column, and washed three times with wash buffer I and twice with wash buffer II. To prepare the sample for MS, proteins on the column were predigested by adding 25 µl 2 M urea in 100 mM Tris–HCl pH 7.5, 1 mM DTT and 150 ng Trypsin for 30 min at RT. The sample was eluted by adding 2 times 50 µl 2 M urea in 100 mM Tris–HCl, pH 7.5, and 5 mM iodoacetamide. The sample was digested overnight at RT. 1 µl trifluoroacetic acid was added to stop the digestion. Mass spectrometry analysis was conducted in the Proteomics platform at Berlin Institute for Medical Systems Biology.

### Mass spectrometry data processing and analysis

Raw data were analyzed using the MaxQuant proteomics pipeline (v1.4.0.5) and the built in the Andromeda search engine (Cox, Neuhauser et al. 2011) with the PomBase database, Carbamidomethylation of cysteines was chosen as fixed modification, oxidation of methionine, and acetylation of N-terminus were chosen as variable modifications. The search engine peptide assignments were filtered at 1% FDR. The feature match between runs was left disabled and other parameters were left as default.

### Western blot analysis

Western blot was performed by as previously described [68]. Briefly, cell extracts from exponentially growing cells were collected. Extracted proteins were separated on SDS-polyacrylamide gels and blotted onto PVDF membranes. Blots were probed with indicated antibodies.

### Co-immunoprecipitation (Co-IP)

Co-immunoprecipitation was conducted as described (59). Cells were collected and resuspended in 100 µl of 1 × lysis buffer with protease inhibitors prior to lysis by bead beating. Lysates were incubated with lgG sepharose (GE Healthcare) at 4 °C for 2 h. After washing with lysis buffer three times, proteins were eluted in SDS loading buffer. Eluates were analyzed by Western blotting using a commercial anti-GFP antibody (Abcam, ab290).

### Microscopy

Cells were imaged using the DeltaVision System (Applied Precision, Issaquah, WA). Images were taken as z-stacks of 0.2-µm increments with an oil immersion objective (× 100). Standard DAPI staining and analysis methods for fission yeast nuclei were used.

## Data access

All genomic data were available at the GEO database under the accession number GSE93906.

## Supplementary Information

**Additional file 1: Figure S1.** Sequence alignment of fission yeast Rbm10 (YDMD_SCHPO) with Rbm10 orthologs in *Callithrix jacchus*, human, *Macaca mulatta*, mouse and rat.

**Additional file 2: Table S1.** List of genes showing increased intron retention upon Rbm10 overexpression.

**Additional file 3: Table S2.** List of genes showing decreased intron retention upon Rbm10 overexpression.

**Additional file 4: Table S3.** List of genes that are up-regulated in Δrbm10 mutant.

**Additional file 5: Table S4.** List of genes that are down-regulated in Δrbm10 mutant.

**Additional file 6: Table S5.** List of genes showing increased intron retention in Δrbm10 mutant.

**Additional file 7: Table S6.** List of genes showing decreased intron retention in Δrbm10 mutant.

**Additional file 8: Table S7.** List of protein identified as interacting partners of Rbm10.

**Additional file 9: Figure S2.** Western blot analysis of indicated cells expressing Alp13-GFP using an anti-GFP antibody. Ponceau staining was used as a loading control.

**Additional file 10: Figure S3.** Analysis of the association of Alp13-GFP with the rDNA region in the indicated strains by ChIP. ChIP assays were performed using an antibody against GFP. *act1*^+^ was used as a control.

**Additional file 11: Table S8.** Strains used in this study.

**Additional file 12: Table S9.** List of primers used in this study.

# Supplementary material for: Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex
**Source:** Epigenetics Chromatin. 2021 Jan 19;14:8. doi: 10.1186/s13072-021-00382-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Sequence alignment of fission yeast Rbm10 (YDMD_SCHPO) with Rbm10 orthologs in Callithrix jacchus, human, Macaca mulatta, mouse and rat.

**Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex**

Martina Weigt, Qingsong Gao, Hyoju Ban, Haijin He, Guido Mastrobuoni and Stefan Kempa, Wei Chen, and Fei Li

**
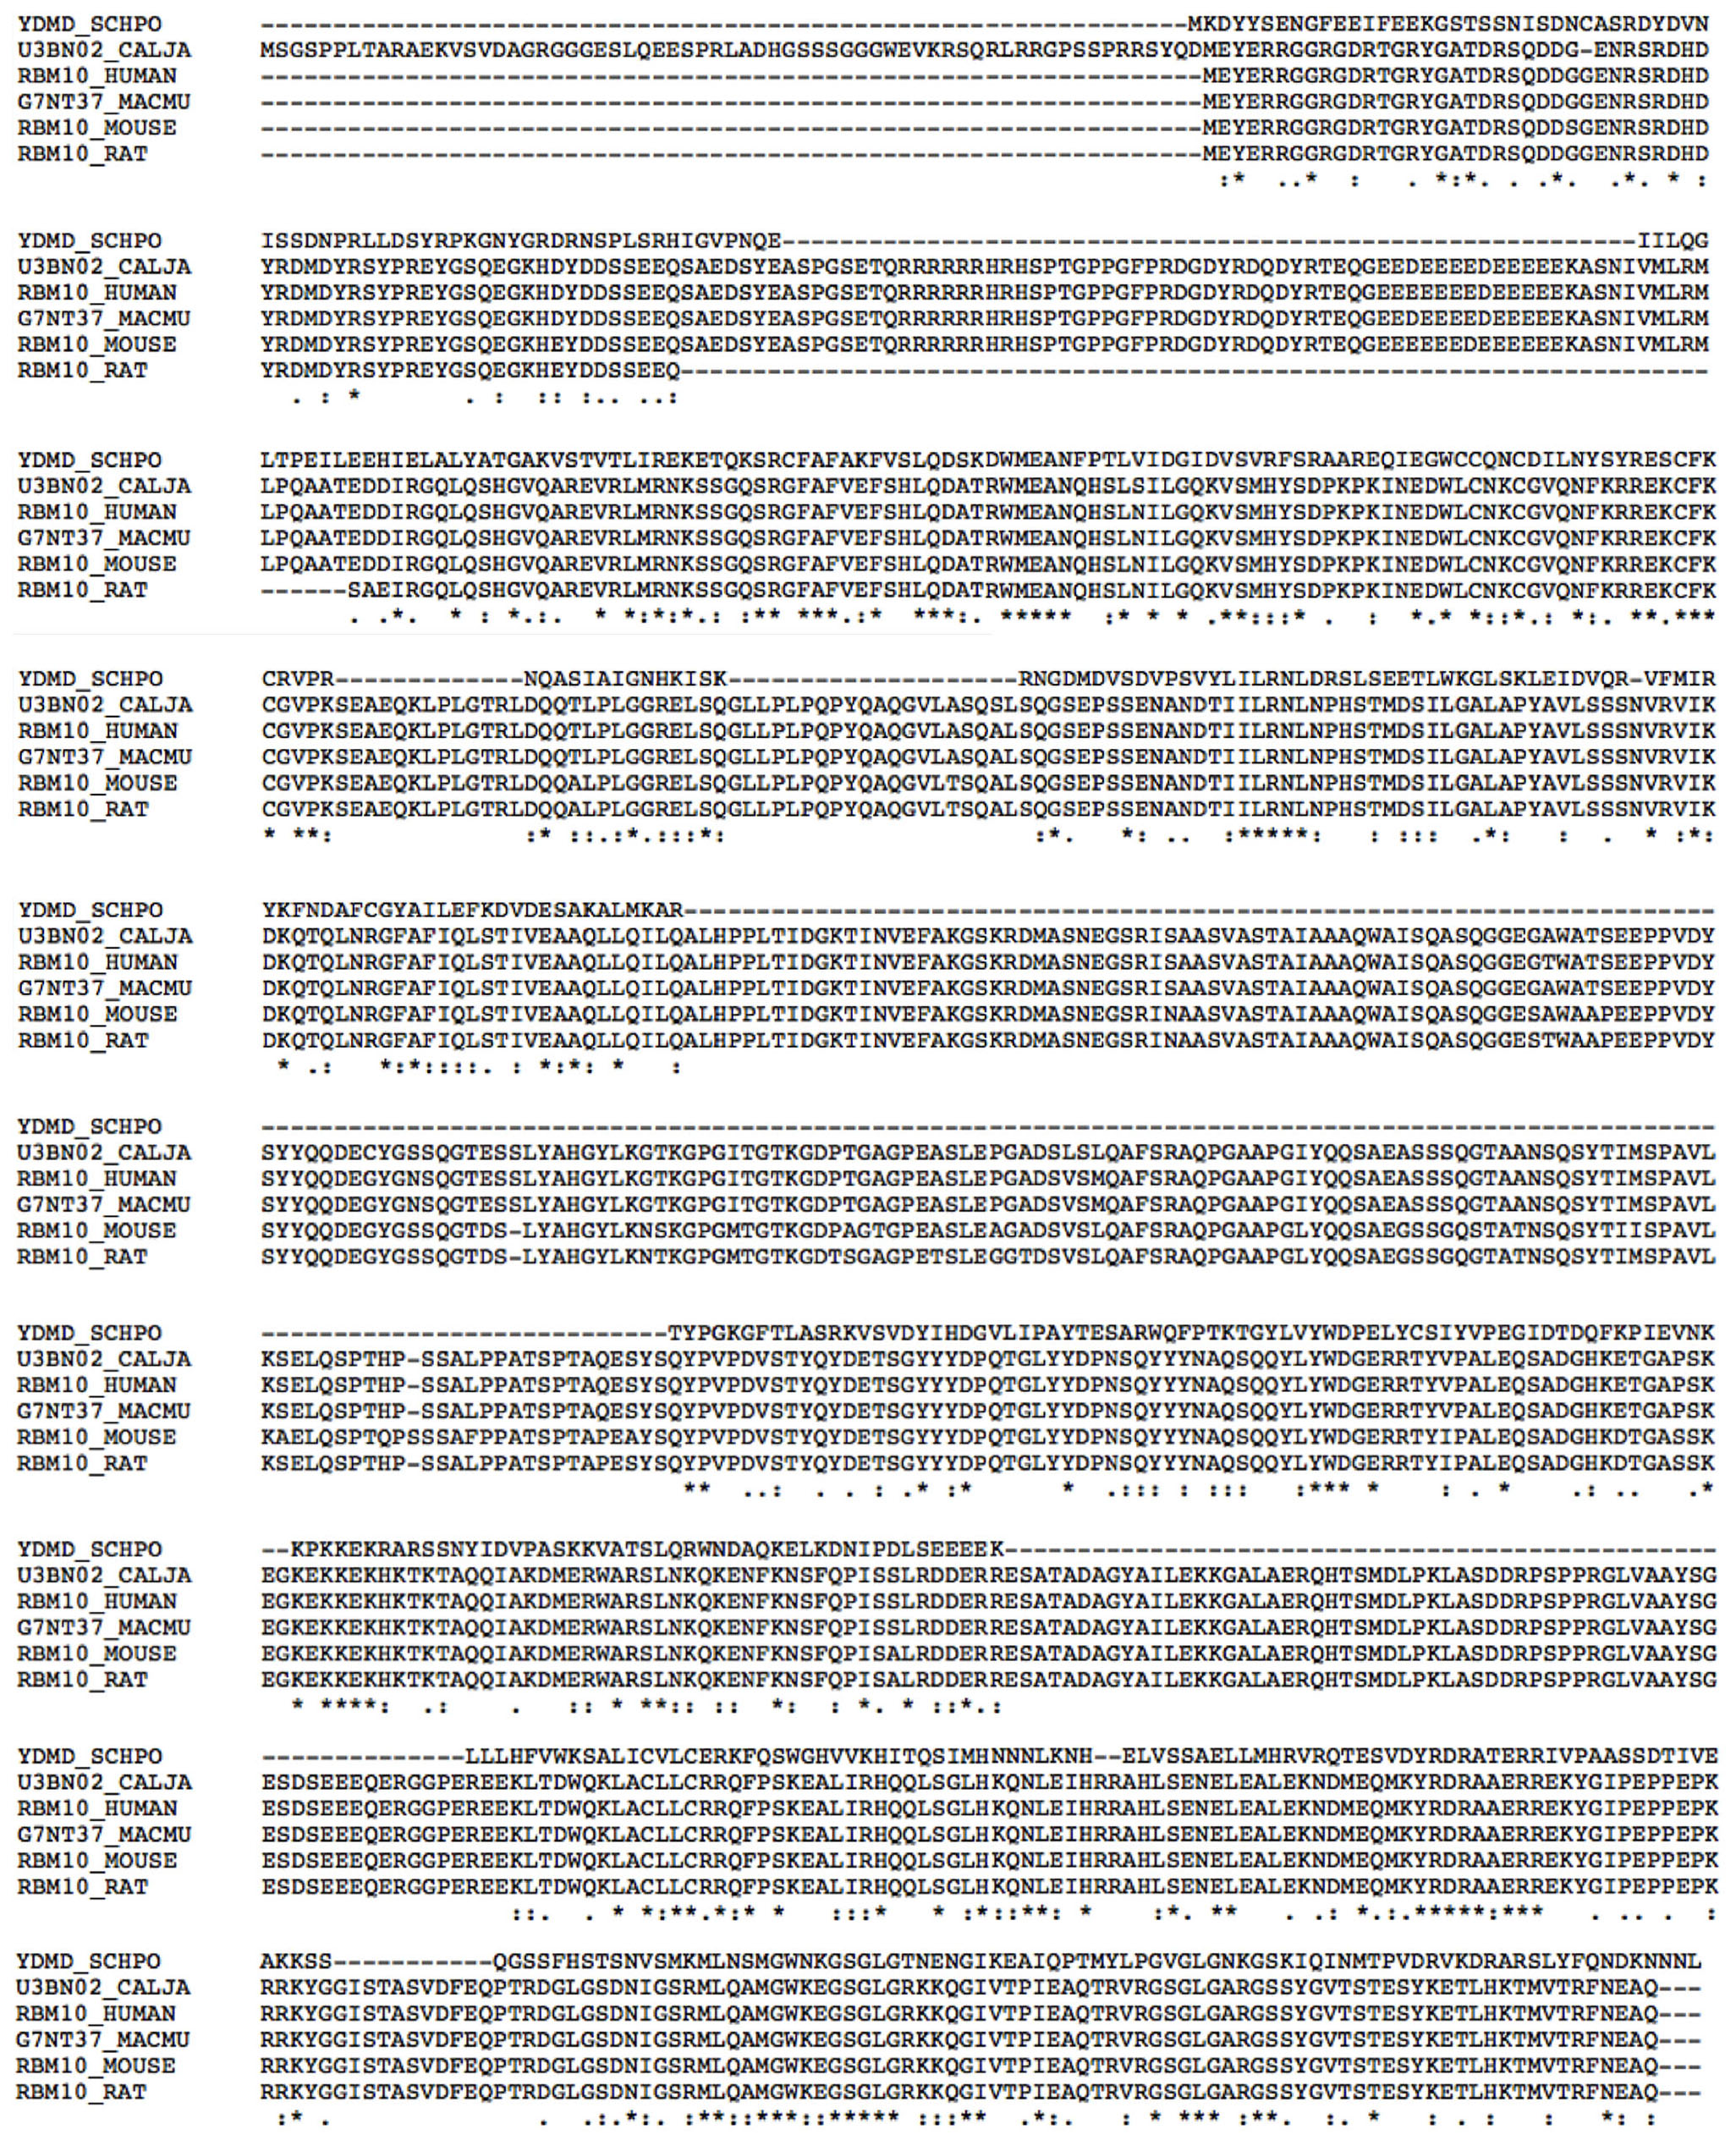
**

**Figure S1. Sequence alignment of fission yeast Rbm10 (YDMD_SCHPO) with Rbm10 orthologs in *Callithrix jacchus*, human, *Macaca mulatta,* mouse and rat.**

# Supplementary material for: Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex
**Source:** Epigenetics Chromatin. 2021 Jan 19;14:8. doi: 10.1186/s13072-021-00382-y
**Supplement:** Supplementary file 9 — Additional file 9: Figure S2. Western blot analysis of indicated cells expressing Alp13-GFP using an anti-GFP antibody. Ponceau staining was used as a loading control.

**Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex**

Martina Weigt, Qingsong Gao, Hyoju Ban, Haijin He, Guido Mastrobuoni and Stefan Kempa, Wei Chen, and Fei Li

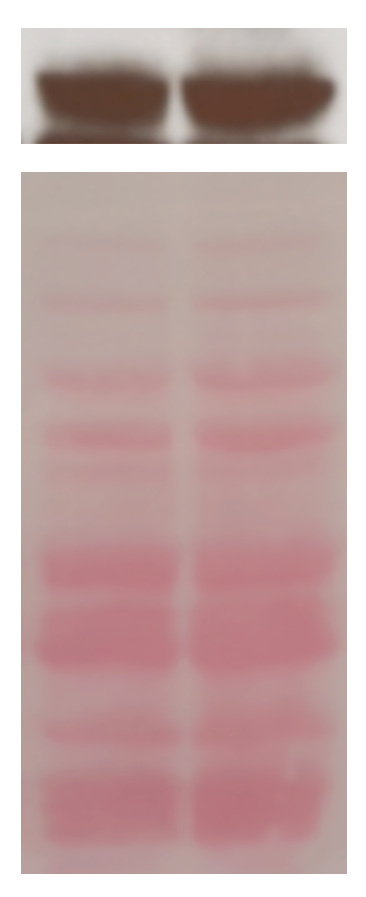

*rbm10*Δ

WT

Alp13-GFP

Ponceau

**Figure S2.** Western blot analysis of indicated cells expressing Alp13-GFP using an anti-GFP antibody. Ponceau staining was used as a loading control.

# Supplementary material for: Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex
**Source:** Epigenetics Chromatin. 2021 Jan 19;14:8. doi: 10.1186/s13072-021-00382-y
**Supplement:** Supplementary file 10 — Additional file 10: Figure S3. Analysis of the association of Alp13-GFP with the rDNA region in the indicated strains by ChIP. ChIP assays were performed using an antibody against GFP. act1+ was used as a control.

**Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex**

Martina Weigt, Qingsong Gao, Hyoju Ban, Haijin He, Guido Mastrobuoni and Stefan Kempa, Wei Chen, and Fei Li

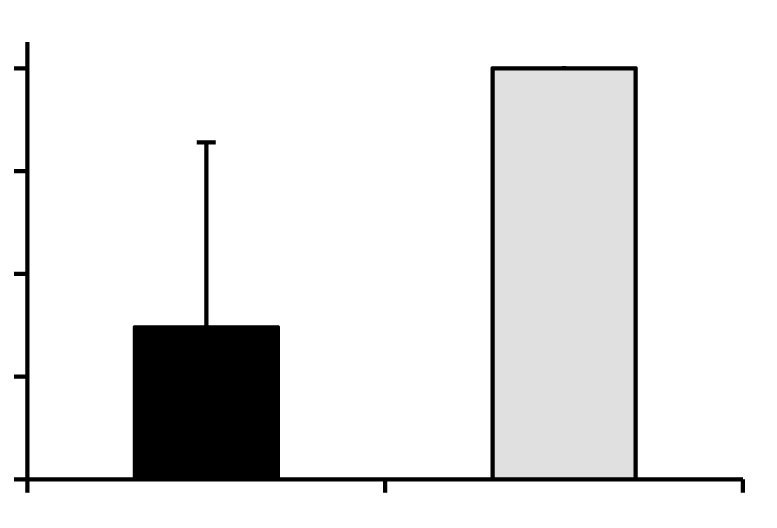

Alp13-GFP enrichment

at rDNA

100

50

150

200

WT

*rbm10*Δ

**Figure S3. Analysis of the association of Alp13-GFP with the rDNA region in the indicated strains by ChIP.** ChIP assays were performed using an antibody against GFP. *act1^+^* was used as a control.

# Supplementary material for: Rbm10 facilitates heterochromatin assembly via the Clr6 HDAC complex
**Source:** Epigenetics Chromatin. 2021 Jan 19;14:8. doi: 10.1186/s13072-021-00382-y
**Supplement:** Supplementary file 11 — Additional file 11: Table S8. Strains used in this study.

**Additional Table S8. Strains used in this study**

| **Strain** | **Genotype** | **Figures** |
| --- | --- | --- |
| FL7 | *h^90^ otr1RSph1::ade6 TEL 1L-his3 ade6-210 his3-D1 leu1-32 ura4-DS/E* | Fig. 4B |
| FL24 | *h^+^ otr1R(SphI)::ura4+ leu1-32 ade6-210 ura4-DS/E his1-10* | Fig. 4A |
| FL97 | *h^90^ mat3-M::ura4 ade6-210 leu1-32 ura4-DS/E* | Fig. 4C |
| FL455 | *h^-^ rbm10Δ::KanMX6 ura4-D18 leu1-32 ade6-210 his3-D1* | Fig. 3, 4D |
| FL479 | *h^-^ rbm10-GFP-KanMX6 ura4-D18 leu1-32 ade6-210 his3-D1* | Fig. 1B |
| FL529 | *h^-^  pREP1-FLAG-HA-rbm10 ura4-D18 ade6-210 his3-D1 leu1-32* | Fig. 2, 5B-D |
| MG01 | *h^-^  FLAG-HA-rbm10-KanMX ura4-D18 ade6-210 his3-D1 leu1-32* | Fig. 5A |
| MG02 | *h^-^ rbm10Δ::KanMX6 otr1R(SphI)::ura4+ leu1-32 ade6-210 ura4-D18 his1-10* | Fig. 4A |
| MG03 | *h^-^ rbm10Δ::KanMX6 TEL 1L-his3 ade6-210 his3-D1 leu1-32 ura4-DS/E* | Fig. 4B |
| MG04 | *h^-^ rbm10Δ::KanMX6 mat3-M::ura4 ade6-210 leu1-32 ura4-DS/E* | Fig. 4C |
| FL780 | *h^90^ alp13::alp13-GFP-HA-KanMX6 ade6-216 leu1-32 lys1-131 ura4-D18* | Fig. 6B |
| FL781 | *h^?^ alp13::alp13-GFP-HA-KanMX6 rbm10-TAP-KanMX6 ade6-216 leu1-32 lys1-131 ura4-D18* | Fig. 6B |
| FL782 | *h^?^ alp13::alp13-GFP-HA-KanMX6 rbm10Δ::NatR ade6-216 leu1-32 lys1-131 ura4-D18* | Fig. 6C |

How the deposited data were processed for this re-analysis (not part of the article)

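RNA-seq of poly(A) RNA from 8 libraries was used, 4 in each of 2 series. The overexpression series has 2 libraries of wild-type control cells and 2 of cells that overexpressed *rbm10*+ for 20 h. The deletion series has 2 libraries of WT and 2 of *rbm10*Δ cells. The authors aligned single-end reads of 100 bases to the ASM294v2 genome with TopHat and counted reads per gene with a custom Perl script, and the deposited values are these raw counts, without normalization. Only genes with at least 1 read are listed in a library, so a gene that was not listed was taken as 0. The paper's text gives default mapping parameters for TopHat. It does not state the gene annotation version. For the counting script, the strand setting and the treatment of reads that map to several places are not stated either. The counts are per gene, so intron retention and exon usage were not analysed here, and the values of ΔPIR are those of the paper's Tables S1, S2, S5 and S6.

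The total count per library was 38274890 and 44562569 in the control, 35832614 and 40076384 in overexpressing cells, 47273556 and 47071951 in WT, and 49981707 and 40534558 in *rbm10*Δ. Over the tested genes, this depth and 2 replicates per group gave a median standard error of the log2 fold change of 0.053 in the deletion series and 0.0998 in the overexpression series. The biological coefficient of variation was 3.82% and 9.42%. In simulated counts with these depths and edgeR's trended dispersions, 200 genes were changed 2-fold, as many up as down. In the deletion series 189 were recovered with 6 unchanged genes called, and in the overexpression series 187 with 13 unchanged genes called. Genes given a smaller shift were left out of both tallies, so recovery of changes under 2-fold was not measured. Many more genes passed in the real overexpression series than were changed here, so its rate of false calls was not measured either.

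The series were fitted apart, since only one of them used overexpression from a plasmid. Genes were kept by edgeR's filterByExpr, normalized with TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. This left 6392 genes in the deletion series and 6492 in the overexpression series. The standard error of a log2 fold change was derived from the F statistic of this test. Lists of genes were tested with camera of limma (version 3.58.1, inter-gene correlation 0.01), with the 8 tests adjusted together, and set against 10000 random lists matched on mean expression. The lists were 30 heterochromatin factors, genes within 100 kb of the ends of chromosomes I and II, and the host genes of the introns with increased retention in Tables S1 and S5. The 6 tests of gene classes in the closing section were adjusted together with one another.

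Identifiers were matched to the RefSeq annotation of ASM294v3, which gave 6665 of the 6779 genes listed in any library (98.3%) a position, GC content and length. That assembly is newer than the one the authors aligned to, and it was used only for positions, gene classes and introns. The genome was checked for near-identical copies with windows of 100 bases.

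The alternatives were DESeq2's size factors or the library size in place of TMM, DESeq2's Wald test (version 1.42.0), an exact negative binomial test, edgeR's legacy dispersions, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all 8 libraries in one fit, a loess correction for GC content and gene length, this correction together with the block, a distance of 50 kb to the chromosome ends, and each library left out in turn. A library left out leaves 1 sample in its group, so these fits give values only. Not every alternative was run for each result.

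The genes named were set by a rule. They are *rbm10*, heterochromatin factors past the threshold, the thiamine-regulated genes *nmt1*, *thi2*, *thi9* and *pho4*, the marker genes *leu1*, *his3*, *ade6* and *his1*, and the 3 genes with the largest change in each direction among those past the threshold with a mean of at least 10 counts per library and no overlap between the groups. *ura4* was not listed in any library and so was not tested, and genes near centromeres were not analysed here. Of Table S1, 1998 introns were read, fewer than the paper reports, so the list of its host genes is partial. The growth assays, ChIP and mass spectrometry were not analysed here.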

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

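The gene lists by distance to chromosome ends were set before the data were examined. The gene classes were chosen after the changed genes had been seen, and the tests on rRNA genes were chosen only after the result was seen.

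In the overexpression series, for which the paper reports introns and not genes, 1770 of 6492 genes (27.3%) had higher counts in overexpressing cells than in the control and 1531 (23.6%) had lower counts at an adjusted p under 0.05 in edgeR. Of these, 1001 changed by more than 2-fold, 881 upward and 120 downward. Depth did not account for this, since 3301 genes passed after every library was thinned to 35832614 counts. After a correction for GC content and gene length, 3438 genes passed. Unequal thiamine was tested with *nmt1* and *thi2*, whose larger absolute log2 fold change was 0.155. *pho4*, another thiamine-regulated gene, had a log2 fold change of -0.32 (adjusted p = 0.053 in edgeR) and passed the threshold with the replicate block (adjusted p = 0.032 in edgeR) and with DESeq2 (adjusted p = 0.0084), so a smaller difference in thiamine was not ruled out. The 10 genes with the most reads took between 11.1% and 12.8% of each library. Among the marker genes, *leu1* (log2 fold change -0.43, adjusted p = 0.020), *ade6* (0.31, adjusted p = 0.035) and *his1* (-0.84, adjusted p = 0.0016) differed in edgeR. With the replicate block *his3* also differed (-0.37, adjusted p = 0.019 in edgeR, against 0.22 without the block), and libraries with the same number correlated across genes with r = 0.31. A difference in strain or medium was not ruled out. Whether the sequenced control carried the empty pREP1 of the growth assay is not known. Slow growth of overexpressing cells was not separated from other effects. The changes therefore cannot be told apart from these explanations.

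Genes within 100 kb of the ends of chromosomes I and II had a median log2 fold change of 0.964 in the overexpression series, over 141 genes (adjusted p = 1.7e-04 with limma's camera, 86 past the threshold upward and 27 downward in edgeR). The paper does not report on these genes. This median lay at percentile 100 of random lists matched on mean expression, whose middle value was 0.41. The difference from other genes was 0.775 after the correction for GC content and gene length. Among genes with at least 10 counts in every library, 105 genes near the ends had a median of 0.63 and a difference from other genes of 0.64, against 0.97 (adjusted p = 0.015 with limma's camera), so part of the rise came from weakly expressed genes. The 107 protein-coding genes among the 141 had a median of 0.827, and the 82 genes with at least 95% single-copy windows had 0.897, so neither the rise of non-coding RNA genes nor shared reads accounted for it in full. By distance, the median was 1.14 up to 25 kb, 1.57 from 25 to 50 kb, 0.53 from 50 to 100 kb and -0.21 from 100 to 150 kb. For protein-coding genes alone it was 1.17, 1.35, 0.0046 and -0.28. From 50 to 100 kb this median was close to no change, though above the -0.083 of all protein-coding genes. Of all 83 genes in that range, 39 passed the threshold upward and 22 downward in edgeR. A loss of silencing near the ends is a candidate explanation, but strain, medium and growth were not tested for this pattern and cannot be told apart from it.

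The 1266 lncRNA genes tested in the overexpression series had a median log2 fold change of 0.880, with 763 past the threshold upward and 81 downward in edgeR (adjusted p = 2.5e-19 with limma's camera over 6 class tests). The paper does not report on this class. The lncRNA genes that overlap no protein-coding gene had a median of 0.825, and the 893 that overlap one had 0.890. The median of the whole class lay at percentile 99.98 of lists of protein-coding genes matched on expression, whose middle value was 0.60. The overlapping genes lay at percentile 100 of their matched lists, whose middle value was 0.48. The 373 genes without overlap lay at percentile 29.4 of theirs, whose middle value was 0.93, so for them the rise cannot be told apart from a shift of weakly expressed genes in general. Since the excess over matched lists was seen in the overlapping genes and not in the others, reads shared with protein-coding genes were not ruled out as its source. After the correction for GC content and gene length the difference from other genes was 0.691. The rRNA genes, which lack a poly(A) tail, had a median of 0.183. The 34 snoRNA genes had a median of 0.87, so a greater carry-over of short RNA without a tail was not ruled out.

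In the deletion series, the 1205 lncRNA genes tested had a median log2 fold change of 0.154, with 108 past the threshold upward and 8 downward in edgeR (adjusted p = 5.5e-08 with limma's camera over 6 class tests). The paper does not report on this class. Those that overlap no protein-coding gene had a median of 0.237. The class median lay at percentile 100 of matched lists of protein-coding genes, whose middle value was 0.079. The difference from other genes was 0.114 after the correction for GC content and gene length. The rRNA genes had a median of -0.129, the opposite direction. The 35 snoRNA genes had a median of 0.31, which was 0.077 after the correction, and *snu2* (3.17) and *snu5* (4.20) were among the largest rises, so carry-over of short RNA without a tail was not ruled out. Whether the lncRNA genes rose through transcription or stability was not tested.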

How the results depend on the processing

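The alternatives were chosen before the data were examined, and the cause was not tested for any change below. The number of genes past the threshold in the deletion series depended on the model. With the replicate block, 675 genes were increased and 284 reduced, against 388 and 138. All 8 libraries in one fit gave 120 and 12. The correction for GC content and gene length gave 404 reduced genes, and together with the block it gave 598 increased and 523 reduced genes. In each of these, more genes were increased than reduced. The number past the threshold and over 2-fold stayed between 18 and 35 under all 11 alternatives run, against 27. Regardless of p, 41 genes were over 2-fold, against 153 without a filter on low counts, 24 with at least 10 counts in every library, 70 with all 8 libraries in one fit, and from 44 to 74 across the 4 fits that each left out one library. The log2 fold change of *rbm10* was from -7.55 to -7.44 across such fits, against -7.50.

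In the overexpression series, 766 genes were reduced with the library size only and 2396 with all 8 libraries in one fit, against 1531. The number of increased genes (1591 to 2493) and the number over 2-fold (805 to 1106) stayed within 1.5 times the values given, under the 11 alternatives run. Of the thiamine-regulated genes, 1 (*pho4*) passed with the replicate block and 1 (*pho4*) with DESeq2, where none passed in edgeR without the block. Of the marker genes in both series, 3 passed in edgeR and 4 with the replicate block, which added *his3* in the overexpression series.

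For lists of genes in the deletion series, the difference of medians was from -0.027 to 0.0095 for heterochromatin factors across the 4 fits that left out one library, against -0.0036, from 0.062 to 0.101 for genes within 100 kb of chromosome ends, against 0.071, and from -0.080 to -0.057 for host genes of retained introns, against -0.069. Within 50 kb of the ends the difference reversed to -0.032 (adjusted p = 0.96 with camera). There were 295 recomputed values for 37 single-gene results, in which each marker gene counts once per series. Of these values, 277 kept their direction and side of the threshold, 15 were weaker, 3 were stronger and 0 reversed. Genes near centromeres were not run, since no centromere was annotated in the reference used.

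Depth and 2 replicates limit small changes: the median standard error in the deletion series was 0.053.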

Differences from the paper's values

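In the deletion series, 388 genes were increased here against the paper's 292, 138 were reduced against the paper's 99, and 27 changed more than 2-fold against the paper's 21. Neither number was more than 1.5 times the other in these 3 comparisons. Among the alternatives set before the data were examined, DESeq2's Wald test gave 293 increased, 116 reduced and 20 over 2-fold. The library size in place of TMM gave 490 increased, 105 reduced and 27 over 2-fold. At least 10 counts in every library gave 383 increased, 151 reduced and 21 over 2-fold. Of these, the 490 increased and the 151 reduced genes were more than 1.5 times the paper's numbers. Other alternatives also differed from the paper by more than 1.5 times. The replicate block gave 675 increased, 284 reduced and 35 over 2-fold. All 8 libraries in one fit gave 120 increased and 12 reduced. The correction for GC content and gene length gave 490 and 404, and 598 and 523 together with the block. The exact test gave 441 and 168. Reduced genes numbered 160 with DESeq2's size factors and 152 without a filter. Of the genes in Tables S3 and S4, 1 and 9 did not pass the threshold here, with a largest adjusted p of 0.10 in edgeR. For *rbm10*, the log2 fold change was -7.50 against the paper's -7.41 in Table S4.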

Other observations

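The tests on the rRNA genes and on reads from the plasmid copy of *rbm10* were chosen only after the result was seen. For the changes in the deletion series, 502 genes passed in edgeR after thinning to 40534558 counts, against 526, and 894 passed after the correction for GC content and gene length. The largest absolute log2 fold change of a marker gene was 0.135.

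Genes within 100 kb of the ends of chromosomes I and II had a median log2 fold change of 0.07 in *rbm10*Δ cells, with 76 of 129 genes higher. The adjusted p was 0.116 with limma's camera (unadjusted 0.044), so a rise was not shown with 2 libraries per group. The median lay at percentile 57.7 of matched random lists. Genes with near-identical copies were not set apart in this series. By distance, the median was 0.34 up to 25 kb (19 genes, 6 past the threshold in edgeR, all upward), -0.04 from 25 to 50 kb (32 genes, 2 upward and 3 downward) and 0.12 from 50 to 100 kb (78 genes, 13 upward and 2 downward). The difference between these distances was not tested. This is a test on genes, not on the reporters of the growth assays.

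The host genes of introns with increased retention in Table S5 had slightly lower counts in *rbm10*Δ cells, in 27 of 36 genes. Against other genes with introns the difference of medians was -0.047, and the p was 0.0359 with limma's camera. Against all other tested genes the difference was -0.069, and it was -0.0660 after the correction for GC content and gene length. Decay of transcripts with retained introns is a candidate explanation, but it was not measured. In the overexpression series, 1341 host genes of the 1998 introns read from Table S1 were tested. They differed from other genes with introns by -0.0155 (adjusted p = 0.40 with limma's camera). Their median of -0.06 lay at percentile 1.57 of random lists matched on mean expression. The camera test and the matched lists thus gave different pictures of this small shift. The paper reports more introns than were read. Host genes of unread introns could therefore lie among the other genes and weaken the camera test.

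The paper's Table S2 lists introns of *rbm10* itself with a decreased retention in overexpressing cells, with the paper's ΔPIR of -75.55% and -30.15%. The control level of *rbm10* was 0.496% of the level in overexpressing cells, so, with the endogenous gene at its control level, the other reads came from the plasmid copy. The paper's methods state that cDNA was inserted into the plasmid, so these values could reflect reads of a copy without introns and not splicing of the endogenous transcript. In WT, 39.3% of 5013 protein-coding genes had fewer counts per kb than *rbm10*.

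Fold changes in the deletion and overexpression series were correlated across 6345 genes, with a Spearman rho of 0.388. Genes are not independent replicates. Of 386 genes increased in *rbm10*Δ cells, 202 were increased and 39 reduced in overexpressing cells, and of 137 reduced genes 64 were reduced and 12 increased. The median rho within deciles of expression was 0.272, and it ranged from 0.0066 to 0.418. It was 0.390 over all genes after the correction for GC content and gene length and 0.312 over protein-coding genes. A shared technical difference between libraries was not ruled out.

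Genes with *mug* or *meu* names had a median log2 fold change of 0.51 in overexpressing cells (113 genes, 57 past the threshold upward and 12 downward in edgeR, adjusted p = 6.1e-08 with limma's camera). In *rbm10*Δ cells the median was 0.045 (107 genes, adjusted p = 0.022 with limma's camera), at percentile 30.2 of matched lists. The largest rises in overexpressing cells other than *rbm10* were in *fub2* (7.65), *dgc1* (6.87) and an lncRNA gene (6.15), and the largest falls were in a gene not matched to the annotation (-2.86), SPAC1039.01 (-2.75) and *mfm1* (-2.59), as log2 fold changes past the threshold in edgeR.

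The 30 heterochromatin factors as a list did not shift in overexpressing cells (adjusted p = 0.83 with limma's camera), but 5 were increased and 7 reduced in edgeR. The increased genes were *obr1* (log2 fold change 2.43), *hrr1* (0.89), *lsd2* (0.45), *dcr1* (0.34) and *cid12* (0.30). The reduced genes were *asf1* (-0.73), *swi6* (-0.58), *sds3* (-0.48), *alp13* (-0.37), *hrp3* (-0.31), *clr3* (-0.25) and *dpb4* (-0.23). The calls for *clr3*, *dpb4*, *alp13* and *hrp3* were lost under some alternatives. Among the 1998 introns read from the paper's Table S1, 9 lie in genes of this list. The table was not read in full, so 9 is a minimum.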
